# Prenatal Alcohol Exposure Results in Sex-Specific Alterations in Circular RNA Expression in the Developing Mouse Brain

**DOI:** 10.3389/fnins.2020.581895

**Published:** 2020-11-09

**Authors:** Praveen Paudel, Caroline Pierotti, Evelyn Lozano, Stephen K. Amoah, Amy S. Gardiner, Kevin K. Caldwell, Andrea M. Allan, Nikolaos Mellios

**Keywords:** circular RNA, circular RNAs, fetal alcohol, prenatal alcohol exposure, sexual dimorphism

## Abstract

Fetal alcohol spectrum disorders (FASD) are heterogeneous disorders associated with alcohol exposure to the developing fetus that are characterized by a range of adverse neurodevelopmental deficits. Despite the numerous genomics and genetic studies on FASD models, the comprehensive molecular understanding of the mechanisms that underlie FASD-related neurodevelopmental deficits remains elusive. Circular RNAs (circRNAs) are a subtype of long non-coding RNAs that are derived from back-splicing and covalent joining of exons and/or introns of protein-coding genes. Recent studies have shown that circRNAs are highly enriched in the brain, where they are developmentally regulated. However, the role of the majority of brain-enriched circRNAs in normal and pathological brain development and function has not been explored yet. Here we carried out the first systematic profiling of circRNA expression in response to prenatal alcohol exposure (PAE) in male and female embryonic day 18 (E18) whole brains. We observed that the changes in circRNA expression in response to PAE were notably sex-specific and that PAE tended to erase most of the sex-specificity in circRNA expression present in control (saccharin-treated) mice. On the other hand, RNA sequencing (RNA-seq) in the same samples showed that changes in protein-coding gene expression were not predominantly sex-specific. Using circRNA quantitative real-time PCR (qRT-PCR), we validated that *circSatb2*, which is generated from the special AT-rich sequence-binding protein 2 (*Satb2*) gene, is significantly upregulated in the brain of E18 male PAE mice. We also show that *circPtchd2*, a circRNA synthesized from dispatched RND transporter family member 3 (*Disp3*, also known as *Ptchd2*), exhibits significantly higher expression in E18 control but not PAE female mouse brain relative to males. Taken together, our results demonstrate that PAE differentially alters circRNA expression in the developing brain in a sex-specific manner.

## Introduction

Fetal alcohol spectrum disorder (FASD) encompasses a range of heterogeneous developmental disorders with nervous system abnormalities including learning and memory deficits (Brady et al., 2012; Carter et al., 2016), alterations in behavioral flexibility (Marquardt et al., 2020), and reduced brain volume and cortical thickness (Treit et al., 2017). It is estimated that at least 10% of women consume alcohol when pregnant (Riley et al., 2011) and that between 2 and 5% of school-aged children suffer from some form of FASD, with a subset of them exhibiting severe Fetal Alcohol Syndrome abnormalities (May et al., 2009). FASD, which is characterized by deficits in cognitive and executive functions, could manifest as a plethora of neurodevelopmental abnormalities and long-lasting neuropsychiatric impairments, whose severity depends on the dose, timing, and duration of prenatal alcohol exposure (PAE) (Sokol et al., 2003; Chudley et al., 2005; Valenzuela et al., 2012).

Despite the progress that has been made in identifying protein-coding genes that are altered in the brain as a result of prenatal alcohol (EtOH) exposure and could influence brain development and function, the detailed molecular networks that underlie FASD-mediated neurodevelopmental disturbances are not fully understood. Previous studies have reported aberrant expression of the evolutionarily-conserved small non-coding RNAs (ncRNAs) known as microRNAs (miRNAs) in mouse models of FASD (Balarama et al., 2012; Pappalardo-Carter et al., 2013; Tapocik et al., 2014; Darcq et al., 2015; Mahnke et al., 2018). Furthermore, long ncRNAs (lncRNAs) are abundantly expressed in the human brain and are involved in the control of diverse transcriptional and posttranscriptional processes (Mercer et al., 2009; Qureshi and Mehler, 2012; Mercer and Mattick, 2013). Recently, a novel subset of lncRNAs known as circular RNAs (circRNAs), which are predominately derived from the covalent joining of back-spliced exons, were found to be particularly enriched in the mammalian brain and abundantly expressed in synapses (Hansen et al., 2013; Memczak et al., 2013; Guo et al., 2014; Rybak-Wolf et al., 2014; You et al., 2015). CircRNAs are generated from exons and introns of protein-coding genes and display neuronal activity- and developmental stage-dependent expression profiles (Rybak-Wolf et al., 2014; Gruner et al., 2016; Reddy et al., 2017; Zimmerman et al., 2020). Their biogenesis has been shown to be promoted by interactions between complementary intronic repeat sequences and the binding of RNA-binding proteins (RBPs) close to the circRNA splice junction, but inhibited by factors that promote linear splicing and proteins that can disrupt the interactions between the intronic complementary regions (Li et al., 2018; Kristensen et al., 2019). The use of advanced annotation tools and deep sequencing of ribosomal RNA (rRNA)-depleted and RNase R-digested RNA samples has revealed the existence of tens of thousands of circRNAs (Hansen et al., 2013; Memczak et al., 2013; Guo et al., 2014; Rybak-Wolf et al., 2014; You et al., 2015). Interestingly, circRNA expression has been shown to be altered in various psychiatric disorders (Zimmerman et al., 2020), autism (Chen et al., 2020), cocaine addiction (Bu et al., 2019), and Alzheimer’s disease (Dube et al., 2019). Among the potential functions of circRNAs are interactions with RBPs, sequestration of miRNAs, and transcriptional control of gene expression (Hentze and Preiss, 2013; Barrett and Salzman, 2016; Gokool et al., 2020). Interestingly, manipulating circRNA expression in the mouse brain can result in altered synaptic and activity-dependent gene expression, as well as in changes in neuronal function and behavior in adult mice (Piwecka et al., 2017; Zimmerman et al., 2020). Furthermore, a circRNA can be essential for maintaining neural cells in a progenitor state (Suenkel et al., 2020), enriched in the neuropil, and increased during neuronal maturation (Rybak-Wolf et al., 2014; You et al., 2015), suggesting that circRNAs could also have an important role during embryonic and fetal brain development. Despite the above, very little is known about the role of circRNAs in neurodevelopmental disorders, including FASD.

Using circRNA array profiling, we systematically profiled the expression of circRNAs in the brain of an FASD mouse model of PAE, previously shown to result in FASD-like neurodevelopmental alterations (Brady et al., 2012; Allan et al., 2014; Marquardt et al., 2020). We observed that PAE not only affected circRNA levels in the prenatal brain in a sex-specific manner, but also normalized circRNA expression changes observed between control male and female brains. Using RNA sequencing (RNA-seq) specialized for linear mRNA detection, we observed that the sex-specificity in PAE-mediated alterations in circRNAs was not accompanied by similar changes in protein-coding gene expression. Furthermore, we validated the sex-specific expression or alterations following PAE of two circRNAs stemming from genes known to be important for prenatal brain development, *circPtchd2*, and *circSatb2*, using circRNA-specific quantitative real-time PCR (qRT-PCR). Our data suggest that *circSatb2*, which is derived from the special AT-rich sequence-binding protein 2 (*Satb2*) gene, is significantly upregulated in the brain of E18 male but not female PAE mice. Furthermore, *circPtchd2*, a circRNA derived from dispatched RND transporter family member 3 (*Disp3*, also known as *Ptchd2*), was found to have higher expression in control (saccharin-treated) female vs. male E18 brains. Taken together, our data suggest that prenatal brain circRNA but not protein-coding gene expression is regulated in a sex-specific manner by PAE.

## Materials and Methods

### Animals

All procedures were approved by the University of New Mexico Health Sciences Center Institutional Animal Care and Use Committee. In all studies, brains were collected from fetuses of dams euthanized by decapitation without anesthesia.

### Prenatal Exposure

WT C57BL/6J mice derived from Jackson Laboratory were maintained on a reverse 12 h dark/light schedule (lights on at 8:00 p.m.) in single-housed cages. We utilized a well-validated PAE paradigm (Brady et al., 2012) that involves giving adult female mice access to a solution of either 10% (w/v) ethanol and 0.066% (w/v) saccharin or 0.066% (w/v) saccharin (control) for 4 h per day (Figure 1A). This model produced blood EtOH levels of 80–90 mg/dL of plasma (Brady et al., 2012, 2013). After validating consistent drinking, mice were given access to these solutions during mating and for the duration of their pregnancy. They were euthanized at the end of their pregnancy and whole brain samples were extracted from embryonic day 18 (E18) male and female pups and stored in a −80°C freezer.

**FIGURE 1:**
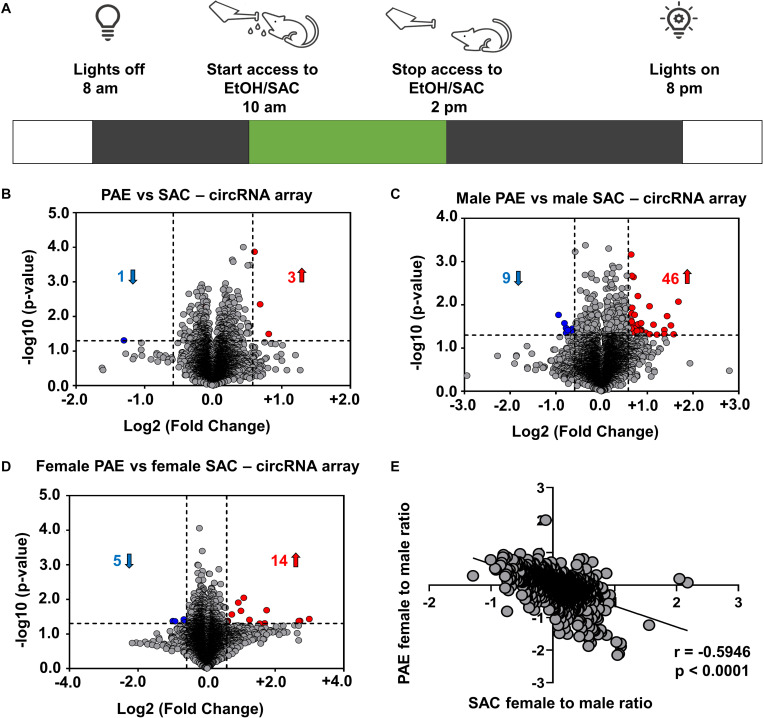
Changes in circRNA expression in embryonic brain following PAE display sex dimorphism. **(A)** Schematic representation of “drinking in the dark” PAE model of FASD. As described above, female mice were subjected to voluntary drinking of either 0.066% (w/v) saccharin sweetened solution (control) or 10% (w/v) ethanol in 0.066% (w/v) saccharin sweetened solution for 4 h/day during mating and throughout the gestational period. **(B)** Volcano plot showing overall fold changes in the 10,000 most abundant circRNAs in PAE (*N* = 6 with half being male and half female) compared to SAC (control) E18 whole brain (*N* = 6 with half being male and half female). Overall, only 3 circRNAs were upregulated and 1 circRNA was downregulated (1.5-fold changes, *p* < 0.05). **(C)** Volcano plot showing fold changes in circRNAs expression in male PAE compared to male SAC E18 whole brain. 46 circRNAs were upregulated and 9 circRNAs were downregulated with 1.5-fold changes (*p* < 0.05). **(D)** Volcano plot showing fold changes in circRNAs expression in female PAE compared to female SAC E18 brain. 14 circRNAs were upregulated and 5 circRNAs were downregulated with 1.5-fold changes (*p* < 0.05). In all volcano plots **(B–D)**, X-axis represents log2 fold change (dotted line = 1.5-fold), Y-axis represents –log10 *p*-value (dotted line: *p* = 0.05). **(E)** Spearman correlation of female to male ratio for each circRNA in either control SAC (female SAC vs. male SAC) or PAE (female PAE vs. male PAE). A robust negative correlation (Spearman correlation coefficient *r* = –0.5946, two-tailed *p*-value *p* < 0.0001) was observed between female to male ratios in SAC and PAE mice.

### Quantification of CircRNA and mRNA Expression

Total RNA was isolated using the miRNeasy RNA isolation kit (Qiagen, Hilden, Germany). Following RNA extraction, RNA concentration and quality was assayed through NanoDrop 2000 spectrophotometer and Qubit 3 (Thermo Fisher Scientific, Waltham, MA). Reverse transcription was performed using the SuperScript IV First-Strand Synthesis System (Thermo Fisher Scientific) with random hexamers for circRNA and oligo-dT primers for linear mRNA RNA detection. cDNA was then used together with custom made, validated, and sequence-verified circRNA and mRNA primers or TaqMan mRNA primers (Thermo Fisher Scientific) for mRNA qRT-PCR. *18S rRNA* was used as a normalizer for mRNA detection, whereas *circTulp4* or *18S rRNA* was used for circRNA normalization. For qRT-PCR quantification the following formula was used: Relative value = 2^Ctnormalizer/2^CtmRNA or circRNA.

### CircRNA Profiling in Mouse Brain

CircRNA expression in E18 whole brain was profiled using Arraystar Mouse Circular RNA Microarray service (Arraystar Inc., Rockville, MD). The circRNA array platform consisted of 14,236 probes designed by the manufacturer to detect the unique circRNA splice junction utilizing several circRNA sources (Memczak et al., 2013; Guo et al., 2014; You et al., 2015). Briefly, 800 ng of extracted total RNA (see above) was treated with RnaseR (3 h at 37°C of ribonuclease R, 20 U/μL, Epicenter, Madison WI) to digest linear RNA and enrich circRNA. Random primers were then used to amplify and transcribe the enriched circRNAs into fluorescent cRNAs per Arraystar Super RNA Labelling protocol (Arraystar Inc.). Using Arraystar Mouse Circular RNA arrays (8 × 15K, Arraystar, Inc.), the labeled cRNAs were hybridized and incubated in an Agilent hybridization oven for 17 h at 65°C (Agilent Technologies, Santa Clara, CA). The slides were washed and eventually scanned using the Agilent Scanner G2505C (Agilent Technologies). All circRNA profiling data have been deposited in the Mendeley online data repository^1^.

### RNA Sequencing in E18 Whole Brain Samples

We used Arraystar Inc. service for library preparation and RNA sequencing (RNA-seq). Briefly, 1 μg of Total RNA was used for library construction utilizing Kapa Stranded RNA-seq library kit (Illumina). Illumina HiSeq 4,000 with a read length of 150 bps was used for paired end RNA-seq, and image analysis and base calling were performed using solexa platform v1.8. FastQC software was used to measure sequence quality and then, cut adapt software for adapter trimming and filtering. Using HiSat 2 software, reads were then aligned to mouse genome GRCm28 and StringTie was used for estimating transcript abundance for each sample. Eventually, R package Ballgown was utilized for calculating FPKM value for gene and transcript levels. Data related to this RNA-seq have been submitted to GEO (approval number = GSE154018).

### Statistical Analysis

Statistical analysis was performed using the GraphPad Prism analysis software. Normal distribution of data was evaluated via Shapiro–Wilk normality test. For comparisons between two groups a two-tailed Student’s *t*-test or Mann-Whitney test was used. Comparisons between more than two groups were performed via one-way Analysis of Variance (ANOVA) with Sidak’s multiple comparisons correction. The Robust regression and outlier removal (ROUT) method was utilized to identify significant outliers (*Q* = 1%). Pearson’s or Spearman’s correlation coefficients and two-tailed *p*-values were used for calculating correlations. All qPT-PCR experiments were performed blind to each sample’s identity.

## Results

### Changes in CircRNA but Not mRNA Expression in Embryonic Brain Following PAE Display Sex Dimorphism

In order to examine the effects of *in utero* alcohol exposure on circRNA expression during prenatal development, we utilized a well-validated PAE mouse model (Figure 1A) and employed circRNA array technology that analyzes up to 14,236 circRNAs in RNaseR-treated total RNA from 12 whole brains of E18 male and female mice, whose mothers consumed ethanol (PAE mice; *N* = 6 with half being male and half female) or saccharin control (SAC mice; *N* = 6 with half being male and female) during the whole duration of their pregnancy. Looking at the top 10,000 most highly abundant in E18 brain and differentially expressed circRNAs in PAE vs. SAC mice regardless of sex, we noticed that there was only a small subset of circRNAs that were significantly altered (Figure 1B; only 3 circRNAs were upregulated and 1 circRNA was downregulated with a cutoff of 1.5-fold change and *p* < 0.05). On the other hand, when circRNA expression was compared in a sex-specific manner, a much larger subset of circRNAs were found to be significantly altered (Figures 1C,D and Supplementary Table 1). Specifically, in male mice, 46 circRNAs were significantly upregulated and 9 circRNAs were downregulated in PAE compared to SAC E18 whole brain based on the same cutoff criteria (1.5-fold changes, *p* < 0.05; Figure 1C). In addition 14 circRNAs were upregulated and 5 circRNAs were downregulated and (1.5-fold changes, *p* < 0.05) in female PAE compared to female SAC mice (Figure 1D), suggesting that PAE alters circRNA expression in the prenatal brain in a sex-specific manner. Of note, none of the male PAE-altered circRNAs overlapped with the female PAE-altered circRNAs (Supplementary Table 1). We then calculated the female to male ratio for each circRNA in either control SAC (female SAC vs. male SAC) or PAE (female PAE vs. male PAE) mice and compared these ratios for each circRNA. Intriguingly, we observed a robust negative correlation (*r* = −0.5946, *p* < 0.0001; Figure 1E) between female to male ratios in SAC and PAE mice. This suggests that in addition to the sex-specific alterations in circRNA expression, PAE also preferentially erases or reverses most of the sex-specific changes in circRNA expression that physiologically occur in the developing brain.

In order to determine if such an effect is limited to circRNA expression, we then performed RNA sequencing following poly-A selection, so as to only detect mRNA expression in the same 12 E18 whole brain samples from PAE and SAC mice. In contrast to our circRNA profiling findings, our results indicated that 103 linear RNAs were downregulated and 28 linear RNAs were upregulated (1.5-fold changes, *p* < 0.05) in comparison to SAC groups regardless of sex (Figure 2A). 

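Messenger RNA was sequenced from 12 whole brains of mice at embryonic day 18, 3 in each of 4 groups: female PAE, male PAE, female SAC and male SAC. PAE dams drank 10% ethanol sweetened with 0.066% saccharin, and SAC dams drank 0.066% saccharin. Each brain gave 1 library. The libraries are named here as the study names the animals: ES19-4, ES23-7 and ES27-4 (female PAE), ES19-8, ES23-4 and ES27-1 (male PAE), SAC12-5, SAC26-5 and SAC26-7 (female SAC), and SAC12-6, SAC12-7 and SAC26-8 (male SAC). Pups of both sexes share the prefixes ES19, ES23, ES27, SAC12 and SAC26, and each prefix holds pups of 1 treatment. Whether a prefix marks a litter is not given in the sources used here, and the tests took each brain as independent.
The authors trimmed the reads with cutadapt, aligned them with HISAT2, and estimated transcripts and FPKM (fragments per transcript length and sequencing depth) with StringTie and Ballgown. The deposited gene table holds FPKM for 13770 protein-coding gene models, each with a mean of at least 0.5 FPKM in at least 1 of the 4 groups. The paper names the assembly GRCm28. Identifiers and loci of 12092 of these models match the GENCODE M21 annotation of GRCm38, which was used for positions and for overlaps between genes. The library kit keeps strand, but whether the counting used it is not stated, and 2404 of the tested genes overlap another gene model of the table. FPKM carry no read counts. In a search for the step that 1 read would make in 1351 genes with a single transcript, the best step made 20.8% to 40% of a library's values whole multiples within 0.05, so that reads could not be recovered and the depth of each library is unknown. FPKM summed to 218026 to 232863 in each library, and 12025 to 12459 genes were at 1 FPKM or more. Spearman correlations between libraries were 0.952 to 0.986 across genes.
Genes were compared on the scale of log2(FPKM + 1), on which fold changes understate those of genes with few reads. The 12346 genes with a mean of at least 1 FPKM over the 12 libraries were tested with limma 3.58.1 and Benjamini-Hochberg adjustment. PAE was compared with SAC over all 12 brains. The comparisons within a sex or a treatment, and the interaction of sex and treatment, came from 1 fit of the 4 groups. Sets of genes of cell types, brain regions and pathways, fixed in advance, were tested with camera at a preset correlation between genes of 0.01.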

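Transcription factors of the developing forebrain were among the mRNAs with the largest rise in PAE vs. SAC E18 whole brain, and genes of astrocytes, cerebellar neurons and brainstem neurons were among those with the largest fall. Emx1, a homeobox gene of the dorsal telencephalon (ENSMUSG00000033726.8, chromosome 6 of GRCm38 from 85187438 to 85204462), was at 8.55 ± 1.55 FPKM (SD, n = 6) in PAE and 4.75 ± 0.957 FPKM (SD, n = 6) in SAC brains. This is a log2 fold change of 0.73 (standard error 0.125, adjusted p = 0.0181 from limma), and all 6 PAE brains lay above all 6 SAC brains. Neurog2, Neurod2 and Neurod6, transcription factors that promote the differentiation of neurons, rose by 0.77, 0.70 and 0.68 on the log2 scale (adjusted p = 0.0203, 0.0189 and 0.0197). Gas7, which takes part in neurite outgrowth, rose by 0.69 (adjusted p = 0.0166), and Arl4d and Rnf144a rose by 0.67 and 0.66 (adjusted p = 0.0197 and 0.0396). For each of these 3 genes too the PAE and SAC brains did not overlap.
Aqp4, the water channel of astrocyte endfeet (ENSMUSG00000024411.9, chromosome 18 from 15389394 to 15403684), fell from 9.71 ± 2.71 FPKM (SD, n = 6) in SAC to 3.88 ± 2.50 FPKM (SD, n = 6) in PAE brains, a log2 fold change of -1.22 (standard error 0.258, adjusted p = 0.0219 from limma). Car8 and Pcp2, genes of cerebellar Purkinje cells, had log2 fold changes of -1.20 (adjusted p = 0.0181) and -1.31 (adjusted p = 0.0189). Slc6a5, the glycine transporter of inhibitory neurons of the brainstem and spinal cord, fell by 1.19 on the log2 scale (adjusted p = 0.0396) and Pax2, a transcription factor of the midbrain-hindbrain region, by 1.07 (adjusted p = 0.0466). Nefh and Prph, which encode neuronal intermediate filaments, had log2 fold changes of -1.25 and -1.76 (adjusted p = 0.0246 and 0.0336). Those of Sncg and Lamp5 were -1.77 and -1.68 (adjusted p = 0.0418 and 0.0350). The female PAE brain ES19-4 was the highest of the 6 PAE brains for several of these genes. It was at 1.61 FPKM for Slc6a5 and 1.84 FPKM for Pcp2, where the other 5 PAE brains were at 0 to 0.071 and 0 to 0.132 FPKM. Pcp2 overlaps Pet100 on the opposite strand, so reads of these 2 genes may be mixed.
The other 4 of the 20 largest changes are uncertain, because other genes can share their reads. Wdr74 was higher in PAE brains (log2 fold change 0.94, standard error 0.188, adjusted p = 0.0203). Gm45736, a gene model that overlaps it on the same strand, was at 0 to 0.00384 FPKM in 5 PAE brains, 5.21 FPKM in ES23-7 and 4.50 to 10.7 FPKM in SAC brains (adjusted p = 0.0181 from limma). Gm21887 and Erdr1, annotated on the X and Y chromosomes, were higher by 1.51 and 1.08 on the log2 scale (adjusted p = 0.0248 and 0.0324).
Of 12346 genes tested, 536 were higher and 644 lower in PAE brains at an adjusted p under 0.05. Their median absolute log2 fold change was 0.28, and 17 of the higher and 57 of the lower genes changed by at least 1.5-fold. At a 1.5-fold change and an unadjusted p under 0.05, 24 genes were higher and 99 lower. All 6 PAE brains lay on one side of all 6 SAC brains for 497 genes, where the mean over all splits of the brains into 6 and 6 is 26.7. Genes move together, so single splits can lie far from this mean, and the comparison is no test of chance. Whichever single brain was left out, Emx1, Neurod2, Neurod6, Gas7, Arl4d, Wdr74, Gm45736, Car8 and Pcp2 stayed at an adjusted p under 0.05, whereas Neurog2 did not pass without SAC26-8 (adjusted p = 0.0525 from limma), nor Aqp4 without ES23-4, SAC26-7 or SAC26-8 (0.0549, 0.0511 and 0.0553), nor Nefh without ES23-4, SAC12-5, SAC26-7 or SAC26-8 (0.0603, 0.0509, 0.0580 and 0.0644). Rnf144a, Slc6a5, Pax2, Prph, Sncg and Lamp5 each did not pass without ES19-8, ES23-4, ES23-7, ES27-1, ES27-4, SAC12-5, SAC12-7 or SAC26-8, nor, all but Rnf144a, without SAC26-7, with the highest adjusted p at 0.108, for Pax2 without SAC26-8. Rnf144a was also lost without SAC12-6 (0.0673) and Pax2 without SAC26-5 (0.0542), and Gm21887 and Erdr1 were lost without ES23-4, SAC12-5, SAC12-7 or SAC26-8 (up to 0.0733), Erdr1 also without ES19-8, ES27-1, ES27-4 or SAC12-6. The count of 1180 genes at an adjusted p under 0.05 was 2385 without ES19-4, 710 without ES19-8, 193 without ES23-4, 628 without ES27-1, 559 without ES27-4, 330 without SAC12-5, 394 without SAC12-7, 270 without SAC26-7 and 124 without SAC26-8, and it was 681 with a test per gene that does not share the spread between genes. The 99 lower genes by the 1.5-fold threshold were 161 without ES19-4, 61 without ES23-7 and 209 with a pseudocount of 0.1. With the level of Hox genes as a covariate, chosen after seeing the data, 23 genes were higher and 17 lower by this threshold. With limma, 0 genes passed on the means of each name prefix (2036 at an unadjusted p under 0.05), in the transcript table (3152 transcripts) or with the level of Hox genes as a covariate, a setting chosen after seeing the data (1274 genes).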

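With camera at a preset correlation, lists of genes of cortical neurons, of the cell cycle and of the cytosolic ribosome leaned higher in PAE vs. SAC E18 whole brain. In all, 14 of 49 lists passed, 4 higher and 10 lower, and none passed when camera estimated the correlation within each list (smallest adjusted p = 0.430 with an estimated correlation, and no list at an unadjusted p under 0.05). Of 11 genes of deep-layer cortical neurons, 6 were higher and none was lower at an adjusted p under 0.05 from limma, and 5 did not pass (8 higher and 1 lower when adjusted over the list alone). They include Fezf2, Tbr1 and Bcl11b, transcription factors that specify these neurons, at log2 fold changes of 0.61, 0.54 and 0.46 (camera adjusted p = 0.00163 for the list). Of 12 genes of upper-layer cortical neurons, 5 were higher and 7 did not pass (5 higher when adjusted over the list alone), among them Lhx2 at 0.44 and Pou3f3 at 0.37 (camera adjusted p = 0.000936). Of 30 genes of cytosolic ribosomal proteins, 17 were higher and 13 did not pass (24 higher when adjusted over the list alone), by small steps such as 0.26 for Rps9 and 0.20 for Rplp1 (camera adjusted p = 1.38e-11). Of 25 cell cycle genes, Mcm2 and Mcm7, subunits of the replicative helicase, were higher at 0.27 and 0.33, and 23 did not pass (20 higher and 1 lower when adjusted over the list alone, camera adjusted p = 2.05e-07). Mcm7 overlaps Cops6 and Ap4m1 on the opposite strand.
Lists of astrocyte, oligodendrocyte, receptor and synapse genes leaned lower at the preset correlation. Of 12 astrocyte genes, 5 were lower and 7 did not pass (9 lower when adjusted over the list alone), among them Sparcl1 at -0.62 and Apoe, the lipid carrier secreted by astrocytes, at -0.44 (camera adjusted p = 1.49e-05). Of 10 genes of the oligodendrocyte lineage, 3 were lower and 7 did not pass (8 lower when adjusted over the list alone). These are Olig1 and Olig2, transcription factors of the lineage, both at -0.41, and Bcas1 at -0.66 (camera adjusted p = 8.14e-05). Of 17 GABA receptor genes, 8 were lower and 9 did not pass (12 lower when adjusted over the list alone), with the metabotropic subunit Gabbr2 at 22.1 ± 4.71 FPKM (SD, n = 6) in PAE and 32.0 ± 2.91 FPKM (SD, n = 6) in SAC brains, and the ionotropic subunit Gabra3 at -0.31 on the log2 scale (camera adjusted p = 4.39e-06). Of 20 glutamate receptor genes, 8 were lower and 12 did not pass (2 higher and 11 lower when adjusted over the list alone), among them the metabotropic receptors Grm3 at -0.54 and Grm7 at -0.42 (camera adjusted p = 0.00224). Of 26 genes of synapse structure and vesicles, 3 were lower and 23 did not pass (4 lower when adjusted over the list alone), among them Syn2 at -0.40 (camera adjusted p = 0.00110).
The lists of midbrain and hindbrain, cerebellum, thalamus and habenula, and hypothalamus leaned lower as well at the preset correlation. Of 11 genes of midbrain and hindbrain, 4 were lower and 7 did not pass (9 lower when adjusted over the list alone), including Tph2 and Slc6a4 of serotonergic neurons at -0.81 and -0.60 (camera adjusted p = 3.10e-05). Of 12 cerebellar genes, 2 were lower and 10 did not pass (5 lower when adjusted over the list alone, camera adjusted p = 0.00108), and of 12 genes of thalamus and habenula, Ntng1, Rora and Slc17a6 were lower at -0.56, -0.57 and -0.52 (1 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.00414). Rora, a nuclear receptor, stands in both of these lists. Of 6 genes of the hypothalamus, none passed over all genes (4 lower when adjusted over the list alone, camera adjusted p = 0.0109). Otp, a transcription factor of hypothalamic neurons, was at -0.93 (adjusted p = 0.0732). Of 21 gene models of hypoxia and glycolysis, 1 was higher and 5 were lower (1 higher and 7 lower when adjusted over the list alone), among them Adm at -0.52 and the glycolytic enzymes Eno1 at -0.31 and Ldha at -0.18 (camera adjusted p = 0.0131).
The 15 Hox genes of the table, which are expressed in hindbrain and spinal cord, differed between brains along with these groups. Their mean was 1.72 to 4.82 FPKM in 5 SAC brains and 4.32 FPKM in the PAE brain ES19-4, but 0.00317 to 0.0119 FPKM in the other 5 PAE brains and 0.0309 FPKM in SAC12-6. The level of Hox genes and the treatment go together in most brains. A difference in the tissue sampled and an effect of PAE therefore cannot be told apart for these lists. Of the members named here as passing, Gabra3 and Grm3 kept an adjusted p under 0.05 whichever brain was left out. The others lost it without SAC26-8 (adjusted p from 0.0519 for Fezf2 to 0.110 for Bcas1 and Slc6a4), and all of these but Fezf2, Lhx2, Olig2 and Ntng1 also without ES23-4. With the Hox level as a covariate, chosen after seeing the data, 2 of the 14 lists no longer passed, hypothalamus (camera adjusted p = 0.0578) and synapse (camera adjusted p = 0.0976). The Hox level does not track all tissue of the lower lists. SAC12-6 was at 2.57 FPKM for Pcp2 and 1.02 FPKM for Atoh1, where the PAE brains other than ES19-4 were at 0 to 0.132 and 0 to 0.0349 FPKM. The lists that still passed are therefore not shown to be free of differences in tissue.

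**Figure D1:**
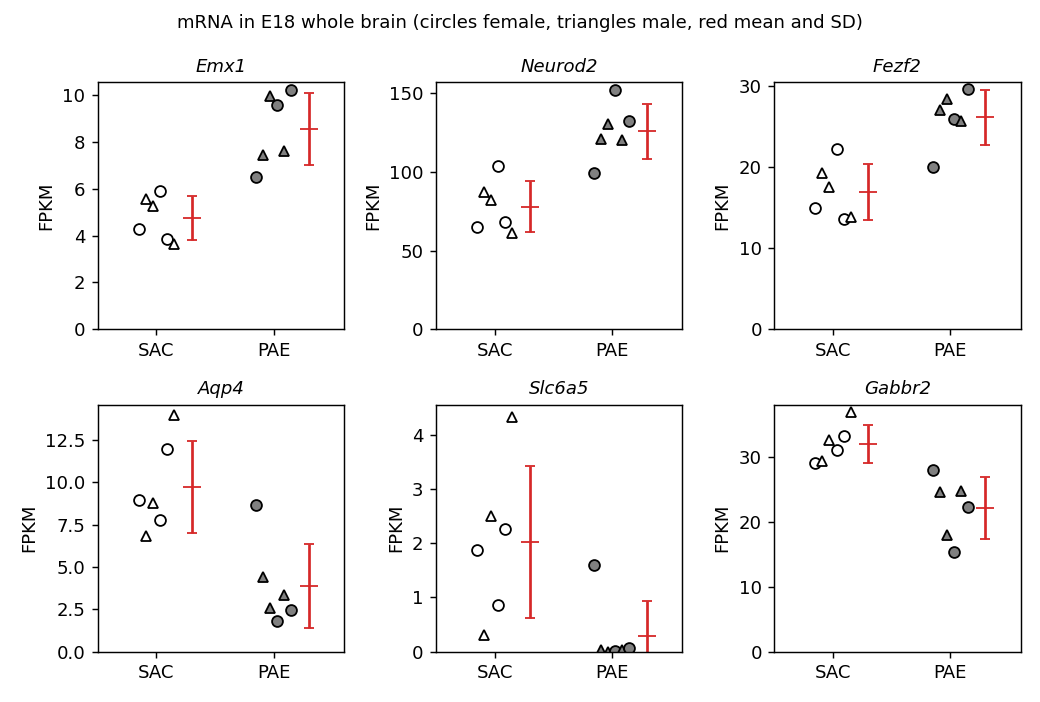
FPKM of 6 genes in each E18 whole brain, SAC as open and PAE as grey symbols, females as circles and males as triangles, with the mean and SD of 6 brains in red. Emx1 lies at 3.63 to 5.92 FPKM in SAC and 6.51 to 10.2 FPKM in PAE brains, and Gabbr2 at 29.1 to 36.9 FPKM in SAC and 15.3 to 27.9 FPKM in PAE brains, while the ranges of Neurod2, Fezf2, Aqp4 and Slc6a5 overlap.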

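In males, 4 mRNAs were higher in PAE vs. SAC E18 whole brain at an adjusted p under 0.05 and none was lower. Msmo1, a methylsterol oxidase of cholesterol synthesis (ENSMUSG00000031604.10, chromosome 8 of GRCm38 from 64718139 to 64733792), was at 14.1 ± 0.470 FPKM (SD, n = 3) in male PAE and 8.27 ± 0.837 FPKM (SD, n = 3) in male SAC brains. Its log2 fold change was 0.71 (standard error 0.0765, adjusted p = 0.0161 from limma). Rab11fip3, an effector of the GTPase Rab11 in endosome traffic, was at 24.0 ± 0.453 and 16.0 ± 0.947 FPKM (SD, n = 3 each), a log2 fold change of 0.55 (standard error 0.0635, adjusted p = 0.0161 from limma). The histone gene Hist1h2ae and Ndufa2, a subunit of mitochondrial complex I that overlaps Tmco6 on the opposite strand, rose by 0.66 and 0.39 on the log2 scale (adjusted p = 0.0490 for both).
At a 1.5-fold change and an unadjusted p under 0.05, 49 genes were higher and 111 lower in male PAE brains. Map2k7, one of the largest of the higher ones, has 2 gene models with the same symbol that move apart, at log2 fold changes of 1.86 (adjusted p = 0.182) and -0.49. The largest on the lower side did not pass the adjustment either. Lamp5 was at 0.271 ± 0.162 FPKM (SD, n = 3) in male PAE and 4.93 ± 3.68 FPKM (SD, n = 3) in male SAC brains (adjusted p = 0.138 from limma). Hoxa5, a gene of the hindbrain and spinal cord, was listed at 0 in the 3 male PAE brains and at 0.0458, 10.9 and 20.9 FPKM in SAC12-6, SAC12-7 and SAC26-8 (adjusted p = 0.246 from limma). Pcdhgb4, whose last exons are shared by the protocadherin gamma genes, was at 2.74 ± 1.55 and 18.7 ± 9.89 FPKM (SD, n = 3 each; adjusted p = 0.204 from limma). Gm43796, which overlaps Atp6v0c and Tbc1d24, was at 0.181 ± 0.312 and 11.3 ± 9.92 FPKM (SD, n = 3 each; adjusted p = 0.246 from limma). The adjusted p of Gm45736, which overlaps Wdr74, was 0.112.
With camera at the preset correlation 17 gene lists passed in males, 5 higher and 12 lower, and none with an estimated correlation (smallest adjusted p = 0.542 with an estimated correlation, 2 lists at an unadjusted p under 0.05). None of the 30 ribosomal protein genes passed over all genes, but 25 were higher when adjusted over the list alone (camera adjusted p = 8.03e-14), such as Rps24 at a log2 fold change of 0.29. Likewise 5 of 12 genes of upper-layer cortical neurons were higher when adjusted over the list alone, with Lhx2 at 0.52 (camera adjusted p = 0.00236). In the same way 6 of 12 astrocyte genes were lower, with Aldh1l1 at -0.39 (camera adjusted p = 5.71e-05), 4 of 10 oligodendrocyte genes, with Olig2 at -0.49 (camera adjusted p = 0.000203), 6 of 17 GABA receptor genes, with Gabrb1 at -0.37 (camera adjusted p = 1.05e-05), and 5 of 20 glutamate receptor genes, with Grm3 at -0.65 (camera adjusted p = 0.000201). Of 11 genes of midbrain and hindbrain 4 were lower, with Tph2 at -1.05 (camera adjusted p = 5.71e-05), and of 12 cerebellar genes 2 were lower, with Cbln1 at -0.89 (camera adjusted p = 0.000232). Hox genes had a mean of 0.00317 to 0.0119 FPKM in male PAE brains, and of 2.46 and 4.82 FPKM in the male SAC brains other than SAC12-6. Of 20 genes of cholesterol synthesis, Msmo1 was higher and 19 did not pass (1 higher when adjusted over the list alone), while the list leaned lower, with Lss at -0.40 (camera adjusted p = 0.0294). That list did not pass without ES23-4, ES27-1 or SAC12-7 (camera adjusted p up to 0.171).
Msmo1 did not pass without ES23-4, ES27-1 or SAC12-6 (adjusted p = 0.0706, 0.0816 and 0.0541 from limma), nor Rab11fip3 without these or SAC26-8 (0.0976, 0.0816, 0.0580 and 0.0915), while Hist1h2ae did not pass whichever male brain was left out (up to 0.293), and Ndufa2 did so only without ES19-8. The count of 4 genes from limma was 8 without ES19-8, 1 without SAC12-6 or SAC26-8, and 0 without ES23-4 or ES27-1 (1348 and 1963 genes at an unadjusted p under 0.05), it was 0 with the unshared test per gene (2225 genes) and 791 with library quality weights, and the 111 lower genes were 57 without SAC26-8 and 178 without SAC12-6. With the Hox level as a covariate, chosen after seeing the data, limma called 0 genes (956 at an unadjusted p under 0.05). By the 1.5-fold threshold 50 genes were then higher and 20 lower.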

Looking at changes in mRNA levels between male PAE vs. Control E18 whole brains, we observed a similar number of downregulated and upregulated mRNAs (103 increases and 32 decreased; Figure 2B). On the other hand, few mRNAs were found to be altered in female PAE vs. female SAC whole brains (15 downregulated, 13 upregulated; Figure 2C). 

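In females, 0 of 12346 mRNAs differed between PAE and SAC E18 whole brain at an adjusted p under 0.05 from limma, and 1763 did at an unadjusted p under 0.05. At a 1.5-fold change and an unadjusted p under 0.05, 34 genes were higher and 94 lower in female PAE brains. Wdr74, a factor of ribosome assembly that overlaps Gm45736, was at 18.1 ± 5.43 FPKM (SD, n = 3) in female PAE and 9.51 ± 1.80 FPKM (SD, n = 3) in female SAC brains (adjusted p = 0.309 from limma). Gm38394, which overlaps Zc3h11a and Zbed6, was at 13.3 ± 4.13 and 5.45 ± 0.497 FPKM (SD, n = 3 each; adjusted p = 0.308 from limma). Gm21887 had a log2 fold change of 1.55 (standard error 0.509, adjusted p = 0.309), and Gm20683, which overlaps Rhbdl1 and Rhot2, was at 3.16 ± 0.309 and 1.78 ± 2.11 FPKM (SD, n = 3 each; adjusted p = 0.344 from limma). Lrrc4b, a synaptic adhesion protein, was at 79.7 ± 4.40 FPKM in female PAE and 34.3 ± 39.0 FPKM in female SAC brains (SD, n = 3 each; adjusted p = 0.329 from limma). Across all 12 brains it was at either 74.7 to 82.8 or 11.1 to 14.3 FPKM, and SAC26-7 and SAC12-6 were at 79.4 and 76.9 FPKM.
The largest differences on the lower side came from 1 or 2 of the 3 female SAC brains. Gh, the growth hormone of the pituitary, was at 37.1 and 65.0 FPKM in SAC12-5 and SAC26-7 but at 0.115 FPKM in SAC26-5. Dcpp1, Dcpp2 and Dcpp3, which share 56% to 56.4% of their 31-base words and so may share reads, were at 207, 157 and 303 FPKM in SAC26-5 and at 25.7, 17.9 and 46.1 FPKM in SAC12-5, with Dcpp1 at 0.175 FPKM in SAC26-7 and at 0 to 0.336 FPKM in female PAE brains. Smgc was at 48.4 FPKM in SAC26-5 and 1.95 FPKM in SAC12-5.
With camera at the preset correlation 21 gene lists passed in females, 8 higher and 13 lower. None did with an estimated correlation (smallest adjusted p = 0.519 with an estimated correlation, and no list at an unadjusted p under 0.05). Of 11 genes of deep-layer cortical neurons, none passed over all genes and 3 were higher when adjusted over the list alone, with Tbr1 at a log2 fold change of 0.61 (camera adjusted p = 0.00154). Of 12 upper-layer genes none passed either way, with Pou3f3 at 0.36 (camera adjusted p = 0.00645). The same holds for 18 genes of GABAergic interneurons, with Lhx6 at 0.58 (camera adjusted p = 0.0299), for 16 genes of striatal projection neurons, with the dopamine receptor Drd1 at 0.50 (camera adjusted p = 0.0272), and for 30 ribosomal protein genes (camera adjusted p = 3.11e-05). On the lower side, again with no gene passing either way, were 16 genes of meningeal fibroblasts and collagen, with Col3a1 at -0.99 (camera adjusted p = 0.000352), 17 GABA receptor genes, with Gabra3 at -0.30 (camera adjusted p = 0.000392), 12 astrocyte genes, with Sparcl1 at -0.61 (camera adjusted p = 0.000801), and 11 genes of midbrain and hindbrain, with Slc6a5 at -0.87 (camera adjusted p = 0.00225). Of 13 heat shock genes, 1 was lower when adjusted over the list alone, namely the co-chaperone gene Bag3, at -0.34 (camera adjusted p = 0.0309). ES27-4 stood apart for the genes of meningeal fibroblasts and collagen, with a mean over the list of -1.07 on the log2 scale relative to the mean of the 12 brains, against 0.06 and 0.11 in ES19-4 and ES23-7. Col3a1 was at 1.65 FPKM in ES27-4 and at 8.13 and 8.36 FPKM in ES19-4 and ES23-7, and its log2 fold change was -0.39 without ES27-4. The list of interneurons did not pass without ES19-4, ES23-7 or SAC26-5 (camera adjusted p up to 0.136), that of striatal neurons without ES19-4, ES23-7 or SAC26-7 (up to 0.114), that of midbrain and hindbrain without ES23-7 (0.320) and that of heat shock genes without ES23-7 or SAC26-5 (up to 0.490). Hox genes had a mean of 0.00880 and 0.00761 FPKM in ES23-7 and ES27-4, and of 1.72 to 4.32 FPKM in ES19-4 and the female SAC brains.
Without ES19-4, 471 genes passed the adjustment, 169 higher and 302 lower, against 2 without ES23-7, 1 without ES27-4, 3 without SAC26-5 and 4 without SAC26-7, and the genes lower by at least 1.5-fold were 323 without ES19-4, while the higher ones were 60 without ES19-4 and 73 without SAC26-5. The count of 21 lists was 11 without ES23-7. The Hox level as a covariate, chosen after seeing the data, left 6 of the 21 lists.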

We then calculated the female to male ratio for each mRNA in control SAC (female SAC vs. male SAC) or PAE (female PAE vs. male PAE) samples and compared these ratios again for each mRNA. 

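Genes of the Y chromosome separated the sexes in both treatments. Ddx3y, a Y-linked RNA helicase, was at 9.68 ± 0.673 FPKM (SD, n = 3) in male SAC and 8.78 ± 0.177 FPKM (SD, n = 3) in male PAE brains, and close to 0 in females. The log2 difference of female and male brains was -3.41 in SAC (adjusted p = 2.15e-10 from limma) and -3.29 in PAE (adjusted p = 3.21e-10). Eif2s3y, a Y-linked translation factor, and Kdm5d, a Y-linked histone demethylase, gave -3.89 and -2.10 in SAC (adjusted p = 9.25e-10 and 1.65e-07) and -4.12 and -2.20 in PAE (adjusted p = 4.98e-10 and 1.01e-07). Eif2s3x, the X-linked copy, which escapes X inactivation, was higher in females, at 69.2 ± 3.82 against 49.0 ± 2.59 FPKM in SAC and 70.3 ± 1.80 against 51.0 ± 2.33 FPKM in PAE (SD, n = 3 each; adjusted p = 0.0103 and 0.0163 from limma).
Of 12346 genes, 6 differed between the sexes at an adjusted p under 0.05 in SAC brains, 2 higher and 4 lower in females, and 6 in PAE brains, 1 higher and 5 lower. The others are autosomal. Msmo1 was higher in females in SAC (log2 difference 0.73, adjusted p = 0.00325) and lower in females in PAE (-0.62, adjusted p = 0.0163). Rusc2 was lower in females in SAC, at 8.89 ± 1.35 against 15.2 ± 0.881 FPKM (SD, n = 3 each; adjusted p = 0.0486 from limma), and did not differ detectably in PAE (-0.01, adjusted p = 0.999). Rab11fip3 was lower in females in PAE (-0.49, adjusted p = 0.0163), with a difference of 0.00 in SAC. The interaction of sex and treatment did not pass for Rusc2 (0.71, adjusted p = 0.882) or Rab11fip3 (-0.50, adjusted p = 0.797).
In PAE, Msmo1 did not pass without ES19-4, ES19-8, ES23-4, ES27-1 or ES27-4 (adjusted p from 0.0543 to 0.0887 from limma), nor Rab11fip3 (0.0548 to 0.127), and Rusc2 in SAC passed only without SAC12-5 (0.154 to 0.286 otherwise). The call of Eif2s3x in PAE was lost when any 1 of the 6 PAE brains was left out (0.0543 to 0.0942), and in SAC without SAC12-5, SAC12-7, SAC26-5 or SAC26-8 (0.0630 to 0.0748). The count of 6 in SAC was 4 without SAC26-8, 9 without SAC26-7, 10 in a fit of only the 6 SAC libraries and 3 with the name prefix as a block, and that in PAE was 3 without ES23-4 or ES27-1 and 3 with the unshared test per gene.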

We then inquired whether some of the significantly altered circRNAs in either male or female PAE could be exhibiting significant correlations with mRNA levels of their parent genes. 

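No tested mRNA of the genes that give rise to PAE-altered circRNAs passed the adjustment within a sex in the same brains, where few genes passed at all. The circRNAs were those of Supplementary Table 1 at a 1.5-fold change and p under 0.05, of which 73 of the 74 in the paper were used here, and their array levels were not analysed here. The 45 circRNAs higher in male PAE brains come from 42 parent genes, of which 38 were tested. In male PAE vs. SAC brains 0 of these mRNAs passed the adjustment of limma, 8 were higher and 4 lower at an unadjusted p under 0.05, and the median log2 fold change was 0.04 (range -0.40 to 0.61). Of all 12346 genes, 4 passed in males and 2381 were at an unadjusted p under 0.05. Of the 9 parents of circRNAs lower in male PAE brains, 0 passed, 2 were higher and 2 lower at an unadjusted p under 0.05, and the median was -0.06. In females, 0 of 11 tested parents of higher circRNAs passed and 1 was lower at an unadjusted p under 0.05 (median -0.07), and 0 of 5 parents of lower circRNAs passed or reached an unadjusted p under 0.05 (median -0.07). Of all 12346 genes, 0 passed in females with limma and 1763 were at an unadjusted p under 0.05. Whether the parents moved more or less than genes at large was not tested.
Of the parent genes in Supplementary Table 2, 13 were tested in PAE vs. SAC brains. Among those for which it lists a positive correlation of circRNA and parent mRNA, 3 of 8 rose at an adjusted p under 0.05. Tiam2, an activator of the GTPase Rac, rose by 0.65 on the log2 scale (standard error 0.135, adjusted p = 0.0209 from limma), Sox5, a transcription factor of deep-layer cortical neurons, by 0.43 (standard error 0.112, adjusted p = 0.0356), and Dpy19l1 by 0.32 (standard error 0.0659, adjusted p = 0.0207). Among those with a negative correlation, 1 of 5 passed, the translation initiation factor Eif4g1, at a log2 fold change of -0.15 (standard error 0.0376, adjusted p = 0.0348). Tiam2 and Dpy19l1 did not pass without ES23-4 (adjusted p = 0.0534 and 0.0513) or SAC26-8 (0.0525 and 0.0551), and Sox5 and Eif4g1 without any 1 of 9 brains, among them SAC26-8 (0.0865 and 0.0849). None of the 13 passed in males or females alone with limma. In males, Sox5, Tiam2, Dpy19l1 and Uimc1 were at an unadjusted p under 0.05 on the higher side, and March6 and Eif4g1 on the lower side. The study chose these circRNAs on the same brains, so their directions are not independent evidence.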

We found only 9 significantly altered circRNAs with positive correlations to mRNA levels and 5 with negative correlations (two-tailed *p*-value < 0.1 and Pearson’s coefficient of > 0.5 or < −0.5). Furthermore, we found that unlike what was seen in circRNA expression, there was a robust positive correlation between female to male mRNA expression ratios in SAC and PAE mice (Figure 2D) via RNA-seq, suggesting that sex dimorphism in mRNA expression was predominately preserved despite PAE. This suggests that although PAE changes overall prenatal brain mRNA expression, it does so in a sex-independent manner.

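Across genes, the female to male ratio in SAC brains did not track the ratio in PAE brains. Over 12346 genes, the Spearman correlation of log2 female to male ratios, taken as differences of group means of log2(FPKM + 1), was -0.087 between SAC and PAE, and the Pearson correlation was 0.054. Genes are not independent replicates, so the sex labels of the animals were exchanged within each treatment in all 400 ways. The two-sided exact permutation p was 0.45, the smallest these labels allow is 0.01, and another assignment of the labels reached an absolute rho of 0.350. The Y-linked genes Ddx3y, Eif2s3y and Kdm5d were lower in females under both treatments, and Eif2s3x was higher in females under both. Msmo1 went opposite ways in SAC and PAE. Only 6 genes in SAC and 6 in PAE differed between the sexes at an adjusted p under 0.05 from limma. The ratios of most genes may thus reflect differences between brains other than sex, and a rho near 0 does not show that sex differences were lost after PAE. Leaving out 1 brain at a time, rho was lowest without ES19-8, at -0.145, and highest without ES23-4, at -0.00914. The correlation of mean expression levels in place of ratios, SAC against PAE brains, was 0.990.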

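Genes that rose or fell in male PAE brains tended to go the same way in female PAE brains. Over 12346 genes, the Spearman correlation of the log2 PAE to SAC ratio in males with that in females was 0.517. When the treatment labels were exchanged within each sex in all 400 ways, the two-sided exact permutation p was 0.01, the smallest these labels allow, and the highest absolute rho of another assignment was 0.502. The males and females share no libraries, although pups with the same name prefix stand in both. Both comparisons also carry the difference in Hox genes, which were near 0 FPKM in the male PAE brains, ES23-7, ES27-4 and SAC12-6 and higher in the other brains. Exchanging the labels of single brains cannot tell an effect of PAE from a shared difference in tissue or between prefixes. Of the genes at a 1.5-fold change and an unadjusted p under 0.05, 10 were higher in both sexes, where independent lists would share 0.135, and 32 were lower in both, where they would share 0.845. By the same threshold 4 genes were higher in males and lower in females, where independent lists would share 0.373, and 0 lower in males and higher in females, where they would share 0.306. These 4 are Msmo1, the gene model of Map2k7 that rose most in males, and Rbm12 and Tmem70, named after their values were seen, and of them only Msmo1 passed the adjustment in males. The numbers for independent lists do not allow for genes that move together, so they are no test of chance. Emx1 had log2 fold changes of 0.69 in males and 0.78 in females, and Aqp4 of -1.25 and -1.19.
The interaction of sex and treatment passed for 1 of 12346 genes. Msmo1 had an interaction of -1.35 on the log2 scale (standard error 0.108, adjusted p = 0.000837 from limma), since it rose in male PAE brains and was at 8.87 ± 0.0458 FPKM in female PAE and 14.3 ± 1.24 FPKM in female SAC brains (SD, n = 3 each; adjusted p = 0.0521 from limma). The summed FPKM of its transcripts, 11.0 to 40.1 over the 12 brains, gave an interaction of -1.42 (standard error 0.449, adjusted p = 0.988). The next genes by p, Rab11fip3, Slfn9, Zfp955a and Ggnbp2, did not pass. With camera at the preset correlation 5 of 49 gene lists passed, and none with an estimated correlation (smallest adjusted p = 0.920 with an estimated correlation, 1 list at an unadjusted p under 0.05). Of these, 16 genes of meningeal fibroblasts and collagen were lower in the interaction (camera adjusted p = 2.61e-05), with none passing alone. Col3a1, the collagen III chain, had log2 fold changes of 0.04 in males and -0.99 in females (adjusted p = 0.965 and 0.318), and its interaction of -1.03 was -0.43 without ES27-4. ES27-4 was the lowest of the 12 brains for this list and for those of pericytes, endothelial cells and microglia, with means of -1.07, -0.53, -0.35 and -0.48 on the log2 scale relative to all brains. For 30 ribosomal protein genes, also lower in the interaction (camera adjusted p = 0.000109), Rps24 was at 0.29 in males and 0.07 in females. The ribosomal list did not pass without SAC26-8 (camera adjusted p = 0.104), and the count of 5 lists was 9 without ES19-4, 8 without ES19-8, 16 without ES23-7, 3 without SAC12-5 or SAC26-7, 2 without SAC12-7 and 1 without SAC26-8. The count of 1 gene was 3 without ES19-8, SAC12-7 or SAC26-5, 2 without ES19-4, SAC12-6 or SAC26-7, and 0 on the summed FPKM of transcripts, a setting chosen after seeing the data (524 at an unadjusted p under 0.05 from limma).
From the correlation of female to male ratios, the paper proposes that PAE changes prenatal brain mRNA in a sex-independent manner.

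**Figure D2:**
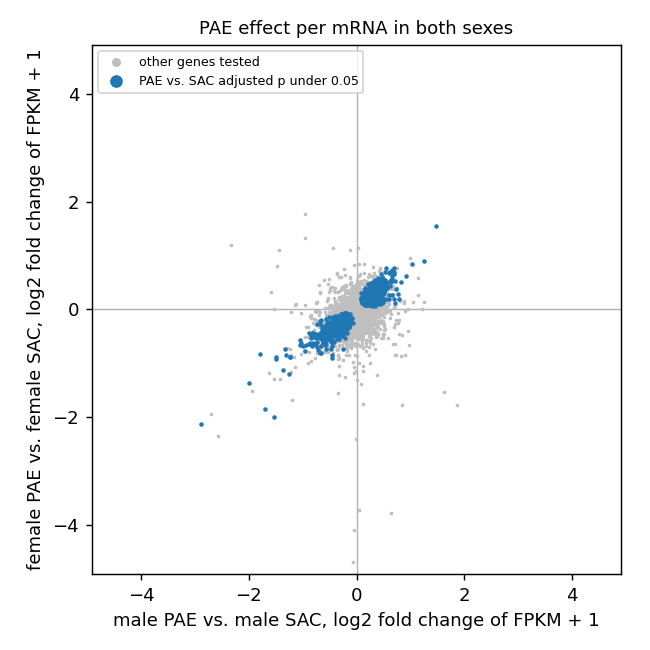
Log2 fold change of PAE vs. SAC in males (horizontal axis) and females (vertical axis) for 12346 genes, on the scale of log2(FPKM + 1). Blue points are the genes at an adjusted p under 0.05 in PAE vs. SAC of both sexes pooled, and grey points the other genes. All 1180 blue points have the same sign in both sexes, which follows in part from their selection on the pooled difference.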

**FIGURE 2:**
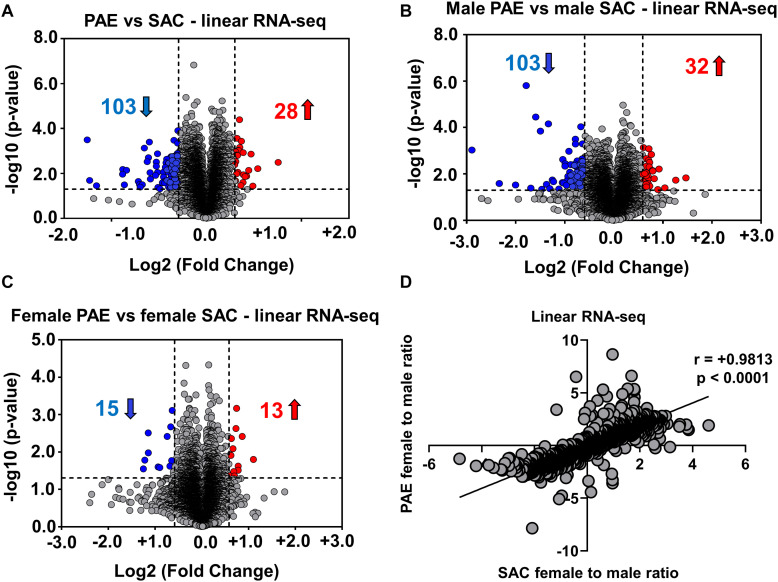
Alterations in linear mRNA expression in embryonic brain following PAE. **(A)** Volcano plot showing overall fold changes in linear mRNAs in the same (Figure 1B) E18 whole brain samples. When expression in PAE was compared to SAC E18 whole brain, overall 28 linear mRNAs were upregulated and 103 linear mRNAs were downregulated (1.5-fold changes, *p* < 0.05). **(B)** Volcano plot showing a similar number of linear mRNAs being significantly altered when compared between male PAE and male SAC groups. 32 linear RNAs were upregulated and 103 linear RNAs were downregulated (1.5-fold changes, *p* < 0.05). **(C)** Volcano plot showing fewer linear mRNAs to be significantly altered when compared between female PAE and female SAC E18 whole brain. 13 linear mRNAs were upregulated and 15 linear mRNAs were downregulated with 1.5-fold changes (*p* < 0.05). In all volcano plots **(A–C)**, *X*-axis represents log2 fold change (dotted line = 1.5-fold), *Y*-axis represents –log10 *p*-value (dotted line: *p* = 0.05). **(D)** A robust positive correlation (Spearman correlation coefficient *r* = 0.9813, two-tailed *p*-value *p* < 0.0001) between female to male ratios in SAC and PAE mice was observed in linear mRNAs.

### Differentially Expressed in Prenatal Brain CircRNAs in Male and Female PAE Mice Are Preferentially Generated From Genes With Relevance to Neuronal Development and Function

In order to determine the pathways and molecular networks that could be formed from the genes that generate differentially expressed circRNAs in the developing brain of male and female PAE mice, we used Ingenuity Pathway analysis of differentially altered circRNAs in either female PAE vs. female SAC or male PAE vs. male SAC E18 whole brains (cutoff lowered to 1.25-fold with *p* < 0.05). Interestingly, our results in female mice suggested that GABA receptor signaling, semaphoring signaling in neurons, and dopamine-DARPP32 feedback in cAMP signaling were among the top predicted pathways formed by the genes the harbor differentially expressed circRNAs due to PAE (Figure 3A). Looking at the molecular networks that could be formed by these genes, we identified many relevant to FASD networks harboring numerous genes generating PAE-altered circRNAs in female mice, such as development or abnormal morphology of the nervous system, development of neurons and neuritogenesis, and quantity of neurons and axonal guidance (Figure 3B). Smaller in size networks were also associated with synaptogenesis and synaptic transmission (Figure 3B), a process that starts around E15 but picks up mostly after postnatal brain development. Looking at genes that generate circRNAs preferentially altered in male PAE E18 brain, we noticed that synaptogenesis was the top canonical pathway, followed by Ephrin receptor and Ephrin A signaling, GABA receptor signaling, axonal guidance, glutamate receptor and CREB signaling, and synaptic long-term depression (Figure 3C). Focusing on the molecular networks that are formed from these genes, we noticed that in contrast to what was seen if female mice, there was a similar size for networks related to neuronal and neurite development, neuronal differentiation and migration, and synaptogenesis and synaptic plasticity (Figure 3D). Notably, genes that harbored differentially expressed circRNAs in male PAE brain were also associated with neurotransmission, long term potentiation, and prepulse inhibition (Figure 3D). These results taken together suggest, that circRNAs altered in E18 brain of male mice following PAE are more likely to be derived from genes associated with later stages of neuronal development and function.

**FIGURE 3:**
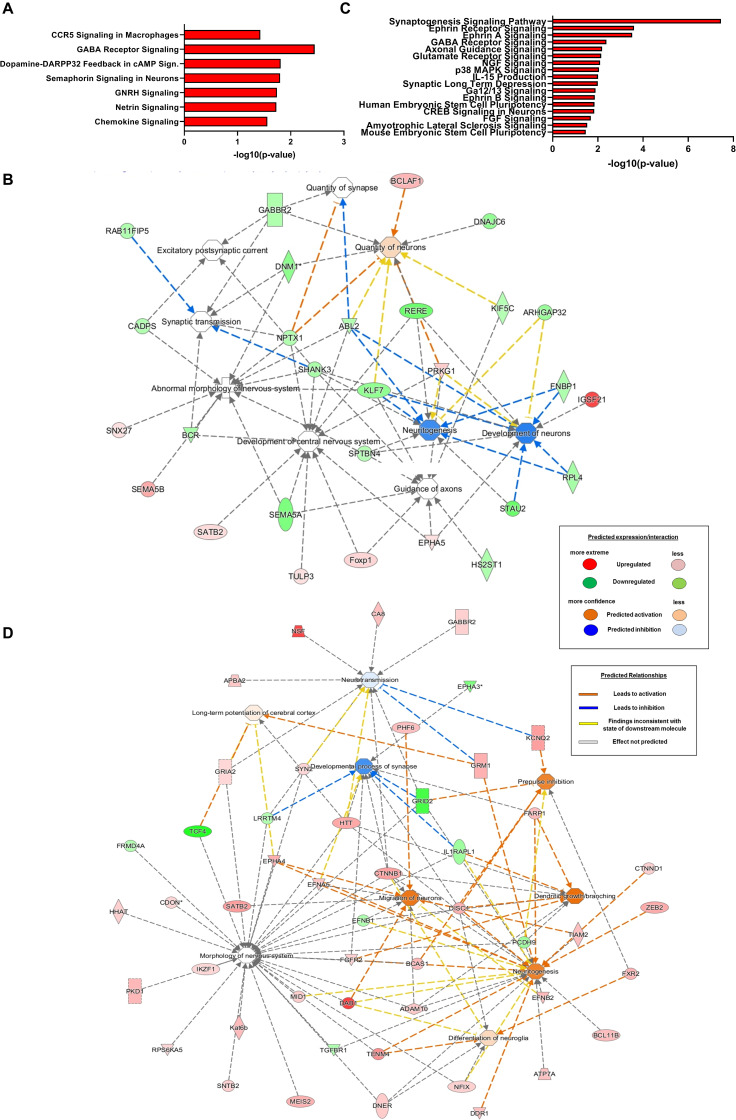
Differentially expressed circRNAs in the prenatal brain following PAE are preferentially generated from genes with relevance to neuronal development and function. **(A–D)** Molecular network and pathway analysis of host genes of PAE-altered *circRNAs* in a sex-specific manner (Ingenuity Pathway Analysis). **(A,B)** Canonical pathways of host genes of differentially expressed circRNAs in female PAE vs. female SAC E18 whole brain (**A**; cutoff lowered to 1.25-fold with *p* < 0.05) and male PAE vs. male SAC E18 whole brains (**B**; cutoff lowered to 1.25-fold with *p* < 0.05). **(C**,**D)** Molecular networks of host genes of differentially expressed circRNAs in female PAE vs. female SAC E18 whole brain **(C)** male PAE vs. male SAC E18 whole brains. **(D)** The same cutoff criteria were used as in **(A,B)**. A table explaining the depiction of predicted expression, interactions, and relationships between these networks is also displayed.

### Sex-Specific Changes in *CircPtchd2* and *CircSatb2* Expression in Prenatal Brain

In order to further explore the effects of PAE in sex-dependent circRNA expression, we used circRNA-specific qRT-PCR with divergent primers spanning the unique circRNA backsplicing region (Figure 4A). For further validation, we first chose *circSatb2*, a circRNA that was significantly increased in male PAE vs. male SAC brain (Supplementary Table 1), which is derived from special AT-rich sequence-binding protein 2 (*Satb2*), a gene known to regulate brain development and implicated in FASD (Alcamo et al., 2008; Britanova et al., 2008; Rosenfeld et al., 2009; Mandal et al., 2015). In addition, we chose to validate changes in *circPtchd2*, a circRNA derived from dispatched RND transporter family member 3 (*Disp3*, also known as *Ptchd2*), which displayed sex-specific changes in control SAC E18 brains, but also appeared to significantly increase in male PAE vs. male SAC brains (Supplementary Table 1). *CircPtchd2* is generated from the backsplicing events of exons 2–3 of *Ptchd2* and *circSatb2* is derived from exons 3–7 of the *Sabt2* gene. Our circRNA-specific qRT-PCR data validated that *circSatb2* is significantly increased in male PAE vs. male SAC E18 brains, with no changes in female PAE vs. SAC E18 brains (Figures 4A,B). Of note, an additional circRNA derived from *Satb2*, with lesser overall expression was identified via circRNA profiling to be also increased in male PAE brains (Supplementary Table 1), but we were unable to detect it via qRT-PCR (data not shown). Similar to our circRNA array findings, qRT-PCR demonstrated that *circPtchd2* expression was indeed significantly higher in SAC female vs. SAC male brains and that this sex-dimorphic expression was lost following PAE (Figure 4C). However, qRT-PCR did not find significant increases in male PAE vs. SAC as shown in the circRNA array data (Figure 4C and Supplementary Table 1), verifying the semi-quantitative nature of circRNA profiling. As a positive control, we also measured the female-specific lncRNA Xist, which was only expressed in female brains in our samples regardless of treatment (Figure 4D). In order to determine if changes in these circRNAs are accompanied by similar changes in mRNA expression from the same genes, we performed reverse transcription with oligo-dt primers to enrich for poly-A tail mRNAs and used qRT-PCR to measure the overall levels of *Ptchd2* and *Satb2* mRNAs in the same E18 brain samples. We found that there were no changes in the expression of both of these mRNAs (Figures 4E,F). Moreover, there was no significant correlation between the expression *circSatb2* and *Satb2* mRNA (*r* = + 0.2982, *p* = 0.2293, two-tailed Spearman’s correlation) and a trend of a positive association between *circPtchd2* and *Ptchd2* mRNA (*r* = + 0.4140, *p* = 0.0780, two-tailed Spearman’s correlation). Taken together these data suggest that sex-specific circRNA expression in prenatal brain and effects on circRNA levels by PAE are not associated with changes in mRNA expression.

**FIGURE 4:**
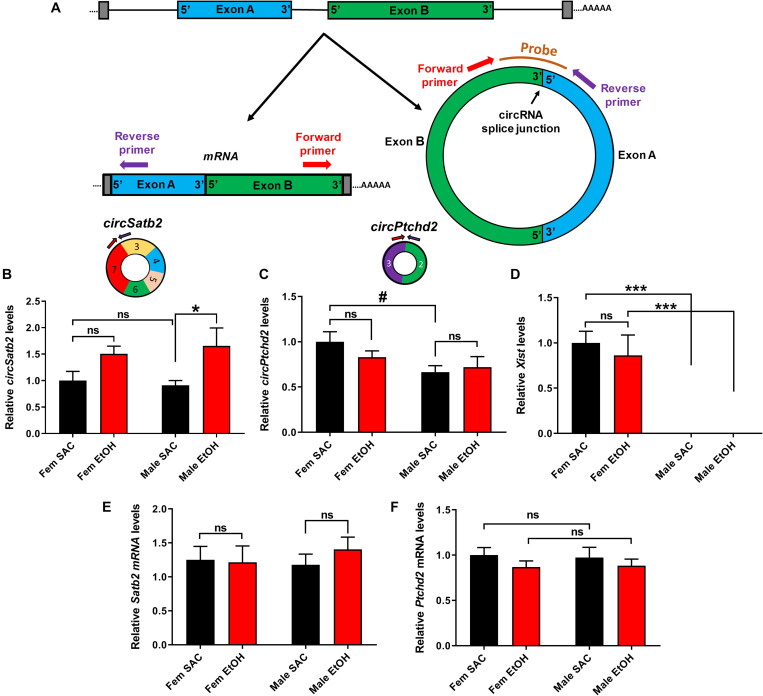
Validation of sex-dimorphic circRNA expression via circRNA-specific qRT-PCR. **(A)** Schematic representation of a simplified example of circRNA biogenesis resulting from back-splicing events of exon A and Exon B from a hypothetical precursor mRNA. The divergent primers for circRNA qRT-PCR validation were designed such that only the back-spliced and not linear junction were targeted as shown in the figure. **(B,C)** Bar graph showing mean + SEM relative to FEM SAC Control *circSatb2* **(B)** and *circPtchd2* **(C)** expression. Circles depict the schematic representation of *circPtchd2* and *circSatb2* formation from their respective exons. **(D)** Bar graph showing mean ± SEM levels of the female-specific lncRNA *Xist* expression (positive control). **(E,F)** No significant difference in linear *Satb2* and *Ptchd2* mRNA expression. In **(B–F)** ^#^0.05 < *p* < 0.10, *p < 0.05, ***p < 0.001 based on one-way Analysis of Variance (ANOVA) with Sidak’s multiple comparisons correction. In all figures, circRNA and mRNA quantification was done via qRT-PCR (normalized to *circTulp4* for circRNAs or *18S rRNA* for mRNAs). Bar graphs showing mean ± SEM relative to female SAC (control). Normalized values were divided to the mean of each control group and the relative to control ratios were graphed as means ± SEM. *N* = 4–6 per group.

### Changes in *CircPtchd2* and *CircSatb2* Expression Display Differential Correlations With Neuronal Marker Expression

*Ptchd2* is a brain-enriched gene regulated by the thyroid hormone that has been shown to be essential for the self-renewing capacity of neuronal stem cells and whose knockdown precautiously increases both neuronal and glial differentiation (Konířová et al., 2017). Similarly, *Satb2* is a gene important for callosal upper-layer neuron specification that is also implicated in FASD (Alcamo et al., 2008; Britanova et al., 2008; Rosenfeld et al., 2009; Mandal et al., 2015). Given the above, we measured the expression of several neuronal and glial markers via qRT-PCR and correlated their levels with *circPtchd2* and *circSatb2* expression in male and female SAC and PAE E18 whole brains (Figures 5A–L). Interestingly, we found a significant or near significant inverse correlation between *circSatb2*, but not *circPtchd2*, and excitatory and inhibitory neuronal gene expression as measured via Neuronal pentraxin-2 (*Nptx2*) and Glutamate decarboxylase 1 (*Gad1*) mRNA levels (Figures 5B,C,E,F). Furthermore, changes in S100 calcium-binding protein b (*S100b*), a gene enriched in astrocytes and radial glia, and brain-derived neurotrophic factor (*bdnf*; expressed in both neurons and glia) mRNA expression showed a trend for positive correlation with *circPtchd2*, while *circSatb2* exhibited a negative association with *Bdnf* levels in E18 whole brain (Figures 5H,I,K,L). However, none of the measured mRNAs displayed any significant changes by either sex or PAE (Figures 5A,D,G,J). Taken together, our data suggest that *circPtchd2* and *circSatb2* display differential correlations with neuronal gene expression.

**FIGURE 5:**
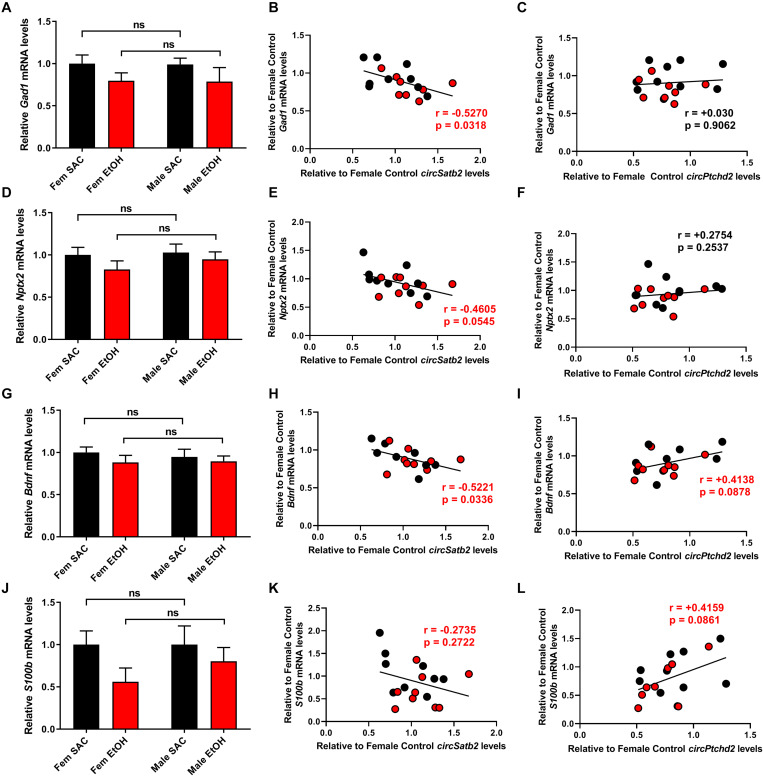
Changes in *circPtchd2* and *circSatb2* expression in prenatal brain are correlated with neuronal and glial gene expression. **(A,D,G,J)** Bar graphs showing mean + SEM of neuronal and glial gene mRNAs relative to female SAC (control), based on qRT-PCR and normalized to *18SrRNA*. No sex-specific significant difference between control (black bars) and PAE groups (red bars) was observed in **(A)** *Gad1*, **(D)** *Nptx2*, **(G)** *Bdnf*, and **(J)** S100b mRNA levels. **(B–L)** Correlations (two-tailed Spearman’s) between *circSatb2* and *Gad1*, *Nptx2*, *Bdnf*, and *S100b* mRNA expression **(B,E,H,K)** and *circPtcd2* and *Gad1*, *Nptx2*, *Bdnf*, and *S100b* mRNA expression **(C,F,I,L)** mRNA levels. For **(A,D,G,J)**, *N* = 5–6 per group. Male SAC, female SAC, male PAE, and female PAE samples are all included in the correlations shown.

## Conclusion

Emerging studies suggest that circRNAs are abundantly expressed in the brain and could be important regulators of neuronal development and function. However, the role of circRNAs in neurodevelopmental disorders remains poorly understood. Here, we performed circRNA profiling and RNA seq in E18 whole brain of male and female mice subjected to PAE. Our results uncovered sex-specific changes in whole brain circRNA but not mRNA expression as a result of PAE, and demonstrated an overall trend for PAE to erase or reverse the sex dimorphic expression of the majority of circRNAs expressed at E18 whole brains. Moreover, we show that differentially expressed by PAE circRNAs were preferentially derived from genes with important roles in brain development and function, with male PAE-altered circRNAs being more likely to be generated from genes involved in later stages of neuronal development than female PAE-altered circRNAs. In addition, we validated the sex specific changes in *circSatb2* as a result of PAE and demonstrated the sex dimorphic expression of *circPtchd2* in control E18 brains, which was lost following PAE treatment.

A subset of previous studies have shown sex-specific effects of PAE in the placenta and developing brain (Weinberg et al., 2008; Loke et al., 2018) and a potential sex dichotomy in PAE-induced alterations in the hypothalamic-pituitary-adrenal (HPA) axis (Terasaki et al., 2016). However, the majority of animal models of FASD have only focused in male mice. Our study, is the first thus far to uncover a sex-specific effect in circRNA but not mRNA expression in the developing brain as a result of PAE. Given that circRNA synthesis can be regulated independently of protein-coding gene expression, it is possible that PAE can result in alterations in circRNA biogenesis factors in a sex-specific manner. Future studies are needed however, to examine the exact molecular mechanisms that could underlie such an effect. Furthermore, our data suggested that the majority of PAE-mediated changes in circRNA but not mRNA expression in either male of female E18 whole brains tended to either normalize or reverse sex-specific changes observed in control brains. This unexpected finding suggests that circRNAs could be particularly sensitive to the sex dimorphic effects of PAE in the developing brain. Additional research is needed, however, to determine whether changes in circRNA expression are important mediators of sex-specific changes in neuronal development and function in FASD.

Our findings of increased expression of *circPtchd2* in control female vs. male E18 brains and a lack of sex-specificity in the levels of this circRNA following PAE are of interest, since *Ptchd2* is a gene with known importance for early brain development (Konířová et al., 2017). Furthermore, *Ptchd2* (also known as *Disp3*) is a sterol-sensing domain-containing protein that is regulated by the thyroid hormone (Zikova et al., 2009). Given that previous data have suggested that prenatal thyroid hormone treatment can reverse some of the behavioral abnormalities observed following PAE (Wilcoxon et al., 2005), it is tempting to hypothesize that *circPtchd2* synthesis could also be affected by thyroid hormone signaling. In addition, the observed male-specific increases in *circSatb2* expression after PAE are of particular importance, given the relevance of the parent gene (S*atb2*) in brain development and FASD (Alcamo et al., 2008; Britanova et al., 2008; Rosenfeld et al., 2009; Mandal et al., 2015). Although, we have yet not elucidated the exact mechanisms that could specifically alter circRNAs in a sex-specific manner, it is worth noting that ADAR1, one of the major inhibitors of neuronal circRNA biogenesis (Rybak-Wolf et al., 2014) is affected by androgen receptor signaling (Shi et al., 2017). Moreover, quaking (QKI) is a well-established positive regulator of circRNA biogenesis (Conn et al., 2015) that is also shown to be affected by alcohol consumption in the liver (Zhang et al., 2019). It is, therefore, possible that different circRNA biogenesis genes could be regulated by sex and exposure to alcohol to generate sex-dimorphic alterations in circRNA expression in the developing brain.

The observed inverse correlations between *circSatb2* and excitatory and inhibitory neuronal gene expression and the differential associations of *circPtchd2* and *circSatb2* with *Bdnf* expression, suggest the possibility that these circRNAs could be involved in sex-specific molecular pathways regulating neurogenesis and radial glial function in the developing brain. We have previously shown that brain enriched circRNAs related to psychiatric disorders could regulate neuronal gene expression independently of their linear mRNA counterparts (Zimmerman et al., 2020). It is, therefore, worth investigating whether these two circRNAs can have additional effects in brain development and function other than what is expected by the known function of the *Ptchd2* and *Satb2* genes. However, it is also possible that such correlations are a result of different cell-specific expression of these two circRNAs. Future studies utilizing *in vivo* circRNA-specific manipulations of these circRNAs combined with detailed analysis of brain development and behavior are needed to dissect the relevance of such circRNAs for sex-dimorphism in brain development and for the sex-specific effects of PAE.

Taken together, our study demonstrates that circRNAs are regulated in a sex-specific manner in the developing brain and are differentially affected by prenatal exposure to alcohol. Combined our work provides the first evidence of alterations in circRNA expression in the brain as a result of PAE and introduces novel molecular players with potential importance to FASD.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/ (GSE154018); https://data.mendeley.com/datasets/yff4ggkd2y/1.

## Ethics Statement

All procedures were approved by the University of New Mexico Health Sciences Center Institutional Animal Care and Use Committee.

## Author Contributions

NM conceived the hypothesis, designed and supervised experiments, analyzed the data, and wrote the manuscript. AA, KC, and AG designed and executed experiments and provided feedback on the manuscript. PP designed and executed experiments, analyzed data and co-wrote the manuscript. SA, EL, and CP designed and executed experiments and analyzed data. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer RM declared a past co-authorship with one of the authors AA to the handling editor.

## Footnotes

1 https://data.mendeley.com/datasets/yff4ggkd2y/1

How the deposited data were processed for this re-analysis (not part of the article)

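RNA-seq after poly-A selection was measured in whole brains of 12 mice at embryonic day 18, 6 from dams that drank 10% ethanol in 0.066% saccharin (PAE) and 6 from dams that drank 0.066% saccharin (SAC), with 3 males and 3 females in each. Treatment and sex were taken from the sample labels and the paper. The labels share the prefixes ES19, ES23, ES27, SAC12 and SAC26. Whether these mark litters is not given in the sources used here, so brains were taken as independent, and p-values measure only the spread between these brains.

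The authors had libraries made with a stranded Kapa kit from total RNA and sequenced as paired ends on an Illumina instrument, checked reads with FastQC, trimmed them with cutadapt, aligned them with HISAT2, and estimated expression with StringTie and Ballgown. Versions of these tools are not given in the sources used here. The deposited values are FPKM, which the authors computed per gene and per transcript, normalized for transcript length and depth. The gene table holds 13770 protein-coding gene models and the transcript table 29097 transcripts. In the gene table every model has a mean of at least 0.5 FPKM in at least 1 of the 4 groups. Each table was used with 1 line emptied for this work, and Xist was not analysed here. Where a symbol has more than 1 gene model (12 symbols) the models were kept apart by their identifiers.

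Read counts could not be recovered from FPKM, so depth per library and the counting error of single values are unknown, and values of low genes carry an error that cannot be given. A gene at 0 is described only as listed at 0. Whether the authors' counting used strand is not stated in the paper's text. Genes that overlap another gene model are therefore uncertain, as are genes that share exons or near-identical sequence. Positions are those of the gene table, which match the annotation of GRCm38. The paper names the build GRCm28.

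FPKM were transformed to log2(FPKM + 1). Genes with a mean of at least 1 FPKM over the 12 libraries (12346 genes) were tested in R 4.3.3 with limma 3.58.1, with empirical Bayes moderation, a trend of the variance on expression and Benjamini-Hochberg adjustment. Adjusted p-values in the text come from limma unless another test is named. PAE and SAC were compared over 12 brains without a covariate. PAE and SAC within each sex, females and males within each treatment, and the interaction of sex and treatment came from 1 fit of the 4 groups. The study's own threshold, a 1.5-fold change and an unadjusted p under 0.05, was applied to the same fits. Correlations of log2 ratios across genes were tested by exact permutation of the animals' labels, with 400 assignments. Of 52 gene lists written for cell types, regions and pathways, 49 had enough tested members and were compared with all other genes by camera, with a preset correlation between genes of 0.01 and again with the correlation estimated from the data, and adjusted over the lists within each comparison. A list of Hox genes was added after the results of the other lists had been seen, before the Hox values were looked at.

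Before the data were examined, the mapping of samples, the tests, the gene lists, the alternatives and the rule for named genes were fixed. The rule took the 10 largest rises and 10 largest falls at an adjusted p under 0.05 for PAE vs. SAC, 5 on each side for males and for females (filled by the study's threshold where fewer passed), the 5 smallest p of the interaction, up to 10 genes that differed by sex, every gene the paper names, the parent genes of Supplementary Table 2, and up to 4 members of each list with the smallest p. The genes the paper names had been seen in its tables. Other genes named for their values (Col3a1 by its list, Cga and Atoh1) were chosen after their values were seen.

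The alternatives fixed beforehand were pseudocounts of 0.1 and 0.01, a filter at 0.1 FPKM or none, median-of-ratios scaling and quantile normalization. Further ones were sex as a covariate, a fit of only the 6 libraries compared, and tests per gene without moderation on both scales. Library quality weights were used, and the name prefix as a random block (statmod 1.5.0), as a mean and as a replicate block. Also fixed were the transcript table, expression levels in place of ratios, an estimated correlation for lists, and leaving out each library in turn. The last alternative took ratios without the lists of Y-linked genes and of X inactivation and escape, so other X-linked genes stayed in. Added after seeing the data were a loess correction on GC content and transcript length (span 0.5, 12281 genes), sums of transcripts, tests per gene on only the libraries compared, and the level of Hox genes as a covariate.

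The test was tested on simulated data for 12346 genes. Of genes changed by 1 on the log2 scale it recovered 100% for PAE vs. SAC, 97% for males, 93.9% for females and 83.3% for the interaction. Of those changed by 0.585 it recovered 89.6%, 73.1%, 74.6% and 43.3%, and of those changed by 0.3 it recovered 55.2%, 32.8%, 11.9% and 1.49%. For females against males, changes of 1 were recovered in 90.9% of genes in SAC and 92.4% in PAE. The share of calls that were false was 4% to 8.16%. The simulated values were drawn independently for each gene and brain. In the real data genes move together and brains may share litters or tissue differences, so these shares need not hold there. The circRNA array and qRT-PCR values were not analysed here, and results for some of the genes that the rule takes are not reported here.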

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

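The tests of GC content and of the name prefixes for the difference of PAE and SAC brains, both tests of Msmo1, and the tests of exchanged labels and of hindbrain tissue in ES19-4 were chosen after the result was seen, and the Hox genes used for the share of hindbrain tissue were picked after the lower lists of caudal regions had been seen, though before their own values were.

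The first pattern is the difference of PAE and SAC brains, 1180 genes from limma with lists of cortical genes leaning higher and those of midbrain and hindbrain, cerebellum, astrocytes and oligodendrocytes lower (0 lists with an estimated correlation, smallest adjusted p = 0.430), a count that was 2385 without ES19-4, 710 without ES19-8, 193 without ES23-4, 628 without ES27-1, 559 without ES27-4, 330 without SAC12-5, 394 without SAC12-7, 270 without SAC26-7 and 124 without SAC26-8. Bias from GC content and length as its whole cause is argued against, since 1154 genes passed after each library's trend on both was removed. A smaller share of hindbrain tissue in the PAE samples is a candidate explanation. The mean log2 level of 15 Hox genes was -2.78 in PAE relative to SAC (standard error 1.11, exact permutation p = 0.0455) and that of 17 GABA receptor genes -0.239 (exact permutation p = 0.00216). The difference between the lists, -2.54, did not pass by exact permutation (standard error 1.08, p = 0.0693). The Hox mean was 0.00317 to 0.0119 FPKM in the other 5 PAE brains and 0.0309 FPKM in SAC12-6. It was 4.32 FPKM in ES19-4 and 1.72 to 4.82 FPKM in the other 5 SAC brains, with no brain between. The near absence of these genes was thus not graded and did not follow treatment alone. Whether it comes from dissection or from growth was not tested. SAC12-6 was nevertheless at 2.57 FPKM for the Purkinje cell gene Pcp2 and 1.02 FPKM for Atoh1. Differences between the named sets of pups stay open, since with 1 mean per prefix, 3 PAE against 2 SAC prefixes, 0 genes passed with limma (2036 at an unadjusted p under 0.05), while 842 passed with the prefix as a random block (consensus correlation within prefixes 0.0464). An effect of ethanol on brain development, which the design names, stays open as untested.

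The second pattern is Msmo1, whose PAE effect in females minus that in males was -1.345 on the log2 scale. Regulation of cholesterol synthesis as a group is argued against, since the median interaction of the other 19 genes was 0.0774. A division of reads between transcripts stays open: the summed transcripts gave -1.418 (standard error 0.449) but no call (adjusted p = 0.988), and these sums are 11.0 to 40.1 FPKM where the gene's own values are 7.55 to 15.3 FPKM. In the gene table the interaction passed whichever single brain was left out. An effect of sex and treatment together stays open as untested.

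The third pattern is ES19-4, a female PAE brain that lies with the SAC brains on the first principal component (31.5% of the variance), at -8.02, where the lowest of the other PAE brains is at 8.31 and the SAC brains are at -17.1 to -1.69. GC content and length bias is argued against, since ES19-4 was at -7.97 after the correction, and an exchange of labels with a SAC library as well, since the highest SAC score, -1.689 for SAC12-6, and that of SAC26-5, -6.294, lie below the other PAE brains by more than the SD of those (6.26). An exchange with SAC26-5 gave 1569 genes against 1180 and one with SAC12-6 1522, but without ES19-4, counting SAC26-5 as PAE gave 1462 genes and counting SAC12-6 as PAE 1199, against 2385 with the labels as given. Hindbrain tissue in ES19-4 as in the SAC brains is a candidate explanation, with a mean of 4.32 FPKM over the Hox genes against 0.00317 to 0.0119 FPKM in the other PAE brains. A single wrong label and a biological difference of this pup were not tested and stay open.

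Of 190 groups of 6 brains examined for a brain far from the rest, chance would give 9.5 (1 in 20 groups). Among PAE brains ES19-4 was highest for Bcas1 (4.19 FPKM, its gap to the next brain 0.715 of the range), Car8 (10.3 FPKM, 0.695), Eno1 (41.5 FPKM, 0.667), Lamp5 (5.95 FPKM, 0.855), Nefh (9.31 FPKM, 0.644), Pax2 (2.32 FPKM, 0.951), Pcp2 (1.84 FPKM, 0.881), Prph (8.14 FPKM, 0.834) and Slc6a5 (1.61 FPKM, 0.928), and lowest for Fezf2 (20.0 FPKM, 0.633). ES23-7 was highest for Gm45736 (5.21 FPKM, 0.998) and lowest for Wdr74 (11.9 FPKM, 0.892). Among SAC brains SAC26-8 was highest for Gabrb1 (5.83 FPKM, 0.703), and SAC26-5 was lowest for the mean of the hypoxia and glycolysis genes (0.684).

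The PAE effect differed between the sexes for 5 gene lists, with camera at the preset correlation. None passed with an estimated correlation (smallest adjusted p = 0.920 with an estimated correlation). The adjusted p at the preset correlation was 2.61e-05 for meningeal fibroblasts and collagen, with a lower PAE effect in females than in males, which passed whichever brain was left out. Among the 12 brains ES27-4 was lowest for this list, at -1.07 on the log2 scale relative to their mean, where the others were at -0.09 to 0.30, and the interaction of Col3a1 was -1.03 with ES27-4 and -0.43 without it. It was 0.000109 for cytosolic ribosomal proteins, with a lower PAE effect in females than in males, and 0.104 without SAC26-8. It was 0.0159 for the mitochondrial genome, with a lower PAE effect in females than in males, and up to 0.639 without ES23-7, SAC12-7, SAC26-7 or SAC26-8. It was 0.0299 for glutamate receptors, with a higher PAE effect in females than in males, and up to 0.369 without ES19-4, ES23-4, ES27-4, SAC12-5, SAC12-7 or SAC26-8. For axon guidance, with a higher PAE effect in females than in males, it was 0.0299, and up to 0.203 without ES23-4, ES27-4, SAC12-5, SAC12-7, SAC26-7 or SAC26-8.

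In the transcript table, which the paper does not report on, 5 transcripts were lower in female PAE than in female SAC brains at an adjusted p under 0.05 from limma.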

How the results depend on the processing

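Settings named as added were chosen after seeing the data. No named gene that passed its test changed sign, and no gene list that passed was called in the other direction, under the settings run for it. The balance of 536 higher and 644 lower genes for PAE vs. SAC turned without ES23-4 (100 and 93), ES23-7 (423 and 411), SAC12-5 (169 and 161), SAC12-7 (207 and 187), SAC26-7 (136 and 134) or SAC26-8 (66 and 58) and with the added GC and length correction (634 and 520), and that of 4 and 0 in males in a fit of the 6 libraries compared (3 and 6), with quality weights (359 and 432), without SAC12-6 (0 and 1) and in 2 added settings (0 and 1). That of 2 and 4 for females vs. males in SAC turned without SAC26-7 (5 and 4). By the study's threshold, the balance of 24 higher and 99 lower for PAE vs. SAC turned with the added Hox covariate (23 and 17), as did that of 49 and 111 in males (50 and 20). Over 2856 values of named genes with 1 library left out, 2421 kept their outcome, passing or not, 345 lost a call, 47 gained one and 43 moved. The 2421 include results that did not pass with all libraries either, so they do not measure how stable the calls were. Of 456 results of lists that had passed, 392 kept their call. The depth of the libraries is unknown, so what it limits cannot be given, and low genes carry the largest error. Leaving out a library can leave 2 brains in a group, which are then assumed to vary like the other groups. The authors' own p-values were not used, as the tables hold none. Except where fewer libraries or another unit enter by construction, the cause was not tested. Counts in parentheses after a 0 are at an unadjusted p under 0.05, from limma unless a test per gene is named.

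With 1 library left out, genes at an adjusted p under 0.05 ran for PAE vs. SAC from 124 (SAC26-8) to 2385 (ES19-4), in males from 0 (ES23-4; 1348) to 8 (ES19-8), in females from 0 (SAC12-5) to 471 (ES19-4), for the interaction from 1 (ES23-4) to 3 (ES19-8), for females vs. males from 4 (SAC26-8) to 9 (SAC26-7) in SAC and from 3 (ES23-4) to 8 (ES23-7) in PAE. By the study's threshold, higher and lower genes ran from 18 (ES23-7) to 34 (SAC26-5) and 61 (ES23-7) to 161 (ES19-4) for PAE vs. SAC, 38 (SAC26-8) to 64 (SAC12-6) and 57 (SAC26-8) to 178 (SAC12-6) in males, and 25 (ES23-7) to 73 (SAC26-5) and 65 (SAC12-5) to 323 (ES19-4) in females. The rho of ratios ran from -0.145 (ES19-8) to -0.00914 (ES23-4) and that of PAE effects from 0.425 (ES23-7) to 0.534 (ES19-4). Lists called ran from 14 (ES19-8) to 17 (ES23-7), in males from 13 (ES23-4) to 15 (ES27-1), in females from 11 (ES23-7) to 23 (ES19-4) and for the interaction from 1 (SAC26-8) to 16 (ES23-7).

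In what follows, higher and lower are by the study's threshold, and other counts of genes at an adjusted p under 0.05. Pseudocount 0.1 gave 48 higher and 209 lower for PAE vs. SAC, 91 and 217 in males with 2 adjusted, and 56 and 199 in females. Pseudocount 0.01 gave 54 and 229, 100 and 233 with 2 adjusted, and 58 and 208. A filter at 0.1 FPKM, or none, gave 2 genes in males and 8 interaction lists. Quantile normalization gave 2 in males, 1 in females and 2 interaction lists. A fit of the 6 libraries compared gave 9 in males and 10 for females vs. males in SAC. The test per gene on log2(FPKM + 1) gave 681 for PAE vs. SAC, 0 in males (2225), 57 lower in females and 3 for females vs. males in PAE, and on FPKM itself 684 with 45 higher and 184 lower, and 1 in males with 77 and 206. Library quality weights gave 791 in males, and 1 in females with 262 lower. The mean per name prefix gave 0 for PAE vs. SAC (2036), and the prefix as a random block 2 in males. The transcript table gave 0 for PAE vs. SAC (3152) with 217 higher and 362 lower, 327 and 412 in males, 5 in females with 321 and 418, 5 for the interaction and 11 for females vs. males in PAE. Expression levels in place of ratios gave a rho of 0.990. With an estimated correlation 0 lists passed in each comparison with camera (0, 2, 0 and 1 at an unadjusted p under 0.05 for PAE vs. SAC, males, females and interaction).

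The labels give no replicate numbers that pair males with females, but the name prefix was tried as a replicate block for females vs. males, which gave 3 genes in SAC (426 at an unadjusted p under 0.05) against 6 without it. Libraries that share a prefix had a consensus correlation of 0.0464.

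Among added settings, the GC and length correction gave 2 genes in males and 2 interaction lists. Sums of transcripts gave 564 for PAE vs. SAC with 41 higher, 74 higher and 182 lower in males, 80 and 152 in females, 0 for the interaction (524), 3 interaction lists and 10 parent genes of circRNAs at an unadjusted p under 0.05 against 17. The 6 libraries with a test per gene on log2(FPKM + 1) gave 1 in males with 32 higher, 10 higher and 15 lower in females, and 2 for females vs. males in SAC. On FPKM they gave 0 in males (2526) with 192 lower, 18 and 62 in females, 0 for females vs. males in SAC (564) and 2 in PAE. The Hox covariate gave 0 for PAE vs. SAC (1274) with 23 higher and 17 lower, and 0 in males (956) with 50 higher and 20 lower. It gave 22 higher and 32 lower in females, 6 female lists and 3 parent genes. No filter with only the libraries compared and a test per gene gave 627 for PAE vs. SAC, 1 in males with 32 higher, and 13 higher and 15 lower in females.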

Differences from the paper's values

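The settings with only the libraries compared and a test per gene were chosen after seeing the values, and the other settings named here were set before the data were examined. Counts use the paper's stated threshold of a 1.5-fold change and p under 0.05. In males 49 genes were higher in PAE brains, and the paper's count is 32 by its Fig. 2B. A test per gene on log2(FPKM + 1) gave 36, the name prefix as a random block 47, and leaving out ES23-4 or SAC26-8 gave 39 or 38, all within 1.5 times the paper's. Both pseudocounts, both filters, median-of-ratios scaling, quantile normalization, the fit of the 6 libraries, the test per gene on FPKM, library quality weights, the transcript table and leaving out ES19-8, ES27-1, SAC12-6 or SAC12-7 did not come that close.

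In females 34 genes were higher and 94 lower in PAE brains, and the paper's counts are 13 and 15. None of the alternatives set before the data were examined came within 1.5 times of either. The 6 libraries compared with a test per gene on log2(FPKM + 1), chosen after seeing the values, gave 10 and 15 in females and 32 higher in males, and with a test per gene on FPKM 18 were higher in females. With no filter as well, also chosen after seeing the values, the test per gene on log2(FPKM + 1) gave 28 higher and 103 lower for PAE vs. SAC, 32 and 103 in males and 13 and 15 in females. How many of the paper's called genes it drops is not known, since the paper's lists of genes were not used here.

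The Spearman rho of female to male ratios between SAC and PAE was -0.087, and the paper's value is 0.9813. The correlation of expression levels in place of ratios gave 0.990. The other alternatives set before the data were examined did not come close to the paper's value. Among them were both pseudocounts, both filters, both scalings, the transcript table and each library left out in turn. Ratios without the lists of Y-linked and X inactivation genes were also among them, and other X-linked genes were kept there.

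For male PAE brains the paper's text states that more mRNAs increased than decreased, while its Fig. 2B shows more decreased. In these data 49 were higher and 111 lower. The paper states that few mRNAs changed in females compared with males, and the counts here were 34 higher and 94 lower in females and 49 higher and 111 lower in males by the paper's threshold, and 0 and 4 at an adjusted p under 0.05 from limma (1763 and 2381 at an unadjusted p under 0.05).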

Other observations

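Of the tests below, those with the level of Hox genes as a covariate were chosen after the result was seen.

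Genes of the ventral forebrain were among those higher in PAE vs. SAC brains of both sexes pooled, although their lists did not pass in that comparison. Of 18 genes of GABAergic interneurons, 6 were higher and none was lower at an adjusted p under 0.05 from limma (7 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0876), among them the transcription factors Dlx5 at a log2 fold change of 0.51 and Lhx6 at 0.49. Of 16 genes of striatal projection neurons, 4 were higher (5 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0876), among them the dopamine receptor Drd1 at 0.39 and the adenosine receptor Adora2a at 0.33. Of 16 genes of DNA methylation and chromatin, 4 were higher (4 higher when adjusted over the list alone, camera adjusted p = 0.116), with the histone methyltransferase Ezh2 at 0.39. In females alone this list passed at the preset correlation (camera adjusted p = 0.0446) but not with an estimated correlation (adjusted p = 0.519 with an estimated correlation), nor without ES23-7, ES27-4 or SAC26-7 (camera adjusted p up to 0.191). Hox genes were at a mean of 0.00317 to 0.0119 FPKM in the PAE brains other than ES19-4.

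Lists of several cell types and responses often studied after alcohol did not pass in PAE vs. SAC brains of both sexes pooled. Of 11 microglial genes and of 9 genes of interferon and inflammation none passed over all genes or over the list alone (camera adjusted p = 0.980 and 0.531). Of 8 genes of ethanol metabolism none passed (1 higher when adjusted over the list alone, camera adjusted p = 0.443), and of 18 genes of the NRF2 response Gstm1 was lower at -0.44 (0 when adjusted over the list alone, camera adjusted p = 0.211). Of 13 heat shock genes 2 were lower, Hspa1b at -0.46 and Hspa4l at -0.24 (3 lower when adjusted over the list alone, camera adjusted p = 0.102). Of 24 regulators of circRNA biogenesis 2 were higher and 1 lower (2 and 1 when adjusted over the list alone, camera adjusted p = 0.279). In females alone the NRF2 list passed on the lower side with camera at the preset correlation (adjusted p = 0.0352), as did that of heat shock genes, and neither with an estimated correlation (adjusted p = 0.519 with an estimated correlation for both). The NRF2 list did not pass without ES23-7, ES27-4 or SAC26-5 (camera adjusted p up to 0.255), nor that of heat shock genes without ES23-7 or SAC26-5 (up to 0.490).

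For genes the paper measured by qRT-PCR, S100b was lower in PAE vs. SAC brains by RNA-seq, at a log2 fold change of -0.74 (standard error 0.202, adjusted p = 0.0397 from limma). It overlaps Dip2a on the opposite strand, and it did not pass without ES19-8, ES23-4, ES23-7, ES27-1, ES27-4, SAC12-5, SAC12-7, SAC26-7 or SAC26-8 (adjusted p up to 0.0949). Nptx2 was at -0.32, Gad1 at -0.17, Bdnf at -0.13 and Disp3 at 0.07 (adjusted p = 0.119, 0.101, 0.316 and 0.454). Qk, Adar and Tulp4 were at -0.10, -0.04 and 0.02 (adjusted p = 0.126, 0.590 and 0.826).

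The pituitary genes Gh and Cga were high in the same brains. Gh was at 37.1 FPKM in SAC12-5 and 65.0 FPKM in SAC26-7 with Cga at 3.25 and 4.70 FPKM, while ES19-8 was at 3.20 and 0.0776 FPKM. The midbrain genes En1 and En2 were lowest in ES23-7, at 0.264 and 0.128 FPKM.

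Other splits of the same libraries gave as many genes as the real one in few cases for PAE vs. SAC. Of 100 splits of the 12 brains, the real one and others drawn at random, 2 gave at least the real 1180 genes at an adjusted p under 0.05, the real one included, so that chance is excluded at a share of 0.05 only if single brains are independent. A split with ES19-4 and SAC12-6 exchanged was not among those drawn and gave 1522 genes. The brains share 5 name prefixes, which allow 10 splits, too few for a share under 0.05, and with 1 mean per prefix 0 genes passed with limma (2036 at an unadjusted p under 0.05), against 842 with the prefix as a random block. The highest other split of those drawn gave 1569, parting the brains as the treatments do but with ES19-4 and SAC26-5 exchanged. For counts by the study's threshold, the larger of the higher and lower counts of each other split was taken. For the 99 lower genes 2 of 100 splits gave as many (highest other 119), and chance is excluded on the same condition. For the 24 higher genes 16 of 100 gave as many (highest other 119). This sets the smaller side of the real split against larger sides, so it cannot decide, and chance is not excluded. Nor is it excluded for the 14 lists (22 of 100, highest other 22) or the 1 gene of the interaction (42 of 100, highest other 4).

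The comparisons of 3 with 3 brains have 10 splits, too few for a share under 0.05. In males 4 genes passed the adjustment, and the highest other split gave 1 (1 split as large, the real one). Male PAE brains had 49 higher and 111 lower genes by the study's threshold, and the highest other split 29 for each (1 split each). Here and in females, the larger of the higher and lower counts of each other split was again taken, also against the smaller real count. In females 0 genes passed with limma (1763 at an unadjusted p under 0.05) and another split gave 2 (10 splits as large), and for 34 higher and 94 lower genes the highest other gave 155 (5 and 2 splits). Between females and males 6 genes passed in SAC and 6 in PAE, with 2 as the highest other (1 split each).

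With the level of Hox genes as a covariate, 0 genes passed for PAE vs. SAC with limma (1274 at an unadjusted p under 0.05), while 13 of 49 lists were called. The covariate and the treatment go together in 10 of the 12 brains, so that it may remove effects of the treatment along with those of the tissue. It also does not track all tissue of the lower lists, since SAC12-6, with a Hox mean of 0.0309 FPKM, was at 2.57 FPKM for Pcp2. The lists still called are therefore not shown to be free of differences in tissue.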
